# MMP-13 Regulates Growth of Wound Granulation Tissue and Modulates Gene Expression Signatures Involved in Inflammation, Proteolysis, and Cell Viability

**DOI:** 10.1371/journal.pone.0042596

**Published:** 2012-08-07

**Authors:** Mervi Toriseva, Matti Laato, Olli Carpén, Suvi T. Ruohonen, Eriika Savontaus, Masaki Inada, Stephen M. Krane, Veli-Matti Kähäri

## Abstract

Proteinases play a pivotal role in wound healing by regulating cell-matrix interactions and availability of bioactive molecules. The role of matrix metalloproteinase-13 (MMP-13) in granulation tissue growth was studied in subcutaneously implanted viscose cellulose sponge in MMP-13 knockout (*Mmp13* ^−/−^) and wild type (WT) mice. The tissue samples were harvested at time points day 7, 14 and 21 and subjected to histological analysis and gene expression profiling. Granulation tissue growth was significantly reduced (42%) at day 21 in *Mmp13* ^−/−^ mice. Granulation tissue in *Mmp13* ^−/−^ mice showed delayed organization of myofibroblasts, increased microvascular density at day 14, and virtual absence of large vessels at day 21. Gene expression profiling identified differentially expressed genes in *Mmp13* ^−/−^ mouse granulation tissue involved in biological functions including *inflammatory response*, *angiogenesis*, *cellular movement*, *cellular growth and proliferation* and *proteolysis*. Among genes linked to angiogenesis, *Adamts4* and *Npy* were significantly upregulated in early granulation tissue in *Mmp13^−/−^* mice, and a set of genes involved in *leukocyte motility* including *Il6* were systematically downregulated at day 14. The expression of *Pdgfd* was downregulated in *Mmp13* ^−/−^ granulation tissue in all time points. The expression of matrix metalloproteinases *Mmp2, Mmp3, Mmp9* was also significantly downregulated in granulation tissue of *Mmp13* ^−/−^ mice compared to WT mice. *Mmp13* ^−/−^ mouse skin fibroblasts displayed altered cell morphology and impaired ability to contract collagen gel and decreased production of MMP-2. These results provide evidence for an important role for MMP-13 in wound healing by coordinating cellular activities important in the growth and maturation of granulation tissue, including myofibroblast function, inflammation, angiogenesis, and proteolysis.

## Introduction

Wound repair is a fundamental process for survival of multicellular organisms. Mammalian wound healing consists of functionally distinct and temporally overlapping processes, *i.e.* hemostasis and inflammation, re-epithelialization and granulation tissue formation, and tissue remodeling [1]. These processes involve functions of multiple cell types in distinct tissue compartments, and they are strictly orchestrated by various growth factors, cytokines and extracellular matrix (ECM) components [1], [2].

Proteolytic activity plays a pivotal role in cutaneous wound repair [3], [4]. The main classes of proteinases in wound are serine proteinases of plasminogen activator-plasmin system and matrix metalloproteinases (MMPs). MMPs are a family of Zn-dependent endopeptidases, which as a group can cleave a multitude of ECM proteins and non-matrix proteins, including other proteinases, proteinase inhibitors, growth factors, cytokines, and cell surface receptors [3], [4]. In addition, members of ADAM (a disintegrin and metalloproteinase domain) and ADAMTS (a disintegrin and metalloproteinase domain with thrombospondin motifs) families, including ADAM-9 and ADAMTS-1, have been implicated in wound healing [5], [6].

The expression of MMPs in intact skin is low, but cellular stimuli generated by cutaneous injury result in induction of the expression of several MMPs, and MMP activity in general is essential for normal wound healing [3], [4], [7], [8]. Initially, certain MMPs (MMP-1, MMP-2) are released to injured tissue by aggregating platelets [3], [4]. MMPs expressed by cells in human acute cutaneous wounds include collagenase-1 (MMP-1), collagenase-2 (MMP-8) [9], [10], gelatinase-A (MMP-2), gelatinase-B (MMP-9) [11], stromelysin-1 (MMP-3), stromelysin-2 (MMP-10) [12], MT1-MMP [11], MMP-19 [13], MMP-26 [14], and MMP-28 [15]. In adult human skin wounds, MMP-1 is expressed by keratinocytes at the epithelial tip and by fibroblasts in the granulation tissue [9]. MMP-1 is required for keratinocyte migration on collagen, which is an important feature in the initiation of re-epithelialization [16]. In addition, MMP-1 has been suggested to mediate collagen remodeling during wound healing and wound bed maturation [12], [17]. In murine skin, MMP-1 is substituted by mouse interstitial collagenase MMP-13, a close structural homologue of human MMP-13 (collagenase-3) [18]. The tissue specific expression pattern of mouse MMP-13 indicates functional homology between mouse MMP-13 and both human MMP-1 and MMP-13 [9], [19]–[22].

The expression of MMP-13 is not detected in normally healing human adult skin wounds, but abundant expression of MMP-13 by fibroblasts in chronic cutaneous ulcers has been documented [23]. In contrast, the expression of human MMP-13 by fibroblasts has been noted in normal human gingival and fetal skin wounds characterized by scarless wound healing [24], [25]. MMP-13 has been shown to enhance the remodeling of 3-dimensional (3D) collagen matrix, cell morphology and cell viability of dermal fibroblasts *in vitro* [26]. However, the mechanistic role of MMP-13 in wound granulation tissue growth and remodeling *in vivo* is not clear [27], [28].

In this study, we have investigated the role of MMP-13 specifically in the formation of wound granulation tissue. We have utilized a well defined model of experimental granulation tissue induced by viscose cellulose sponge (VCS) in MMP-13 knockout (*Mmp13^−/−^*) mice [29]. The results showed a marked delay in granulation tissue growth in *Mmp13* ^−/−^ mice accompanied with a delay in organization of myofibroblasts and formation of large blood vessels. Using global gene expression profiling we identified sets of differentially expressed genes in *Mmp13* ^−/−^ and wild type (WT) mouse granulation tissue involved in cellular processes such as *cellular movement*, *inflammatory response*, *cellular growth and proliferation*, as well as *cell death* and *proteolysis*. Among genes involved in angiogenesis, *Adamts4* and *Npy* were specifically upregulated in early granulation tissue of *Mmp13* ^−/−^ mouse characterized by increased microvessel density, and *Pdgfd* was generally downregulated. Also inflammatory cytokine gene *Il6* was downregulated in early *Mmp13* ^−/−^ granulation tissue. These results provide evidence for a pivotal role for MMP-13 in regulating cellular functions important in the growth of granulation tissue, including myofibroblast function, angiogenesis, inflammation, and proteolysis.

## Materials and Methods

### Ethics statement

All mouse experiments were performed according to institutional guidelines of the University of Turku and with the permission of the animal test review board of the Regional Government of Southern Finland.

### Experimental mouse granulation tissue model

The establishment of experimental granulation tissue was performed as previously described [30], [31]. Wild type (WT) and MMP-13 knockout (*Mmp13* ^−/−^) mice (males, age 5.5–8 wk) [29], were anesthetized with Hypnorm-Dormicum solution. A single vertical incision was made to dorsal skin under aseptic conditions, a sterile rectangular viscose cellulose sponge (VCS; Cellomeda Oy, Turku, Finland) of size 5×5×10 mm^3^ was implanted horizontally under the skin at cranial location, and the wound was closed with continuous monofilament 4-0 suture (Prolene; Ethicon, Norderstedt, Germany). Both *Mmp13* ^−/−^ and WT mice recovered well from surgical VCS implantation and during the experiment, no wound infections or other complications were observed. The mice (n = 5–6/group) were sacrificed 7, 14, and 21 days after implantation, the sponges were removed and cut into four pieces. Two inner parts of VCS were either frozen with Tissue-Tek O.C.T. Compound (Sakura, Finetek) in liquid nitrogen or fixed in 10% neutral buffered formalin for 24 h and embedded in paraffin for histological assessment. The remaining parts of the rectangular VCS were frozen in liquid nitrogen for RNA extraction (Qiagen RNeasy kit, Qiagen GmbH, Hilden, Germany).

### Histological and morphometrical analysis of mouse granulation tissue

Formalin-fixed, paraffin-embedded tissue sections were processed for hematoxylin and eosin (HE) staining and subjected for microscopic evaluation. The mosaic images of representative samples were obtained using Zeiss Axiovert 200 M microscope with 10× objective and Axiovision 4.3 software (Carl Zeiss MicroImaging GmbH, Germany). To quantify the tissue growth inside VCS HE-stained tissue sections of all samples were scanned. The portion of cellular area of the total implant area was determined utilizing image analysis with cell^D^ 2.6 software (Olympus Soft Imaging Solutions GmbH) and performed as blind analysis. The capsule composed of loose connective tissue present occasionally around the implant was not included in the measured area. To assess deposition of collagen and other fibrous ECM by granulation tissue cells, tissue sections were stained with van Gieson and Gomori's staining methods. The statistical analyses were performed using Independent samples T-test with SPSS 16.0 software.

### Immunohistochemistry

Formalin-fixed paraffin-embedded sections were rehydrated and processed for immunohistochemical (IHC) staining with biotin-streptavidin-peroxidase complex (ABC) –based visualization system (Vectastain ABC Kit; Vector Laboratories, Inc. Burlingame, CA, USA) and using diaminobenzidine (DAB) as substrate, as previously described [32]. The primary antibodies against mouse CD34 (0.4 µg/ml; MEC 14.7, Santa Cruz) and α-smooth muscle actin (α-SMA) (1∶2000; 1A4, A2547, Sigma) were used. For negative control staining, the primary antibodies were omitted and replaced by blocking reagent.

The orientation of α-SMA-positive myofibroblasts was assessed by scoring as follows: weak (+), moderate (++) and strong (+++) (Table 1). Statistical significance was determined using Pearson's χ^2^-test. Blood vessel formation was assessed by determining the density of CD34 positive vessel structures in a defined area of each sample. The diameter of vessels was morphometrically analyzed with image analysis using cell^D^ 2.6 software, and the vessels were divided into subgroups based on their diameter. Statistical significance was determined using Mann-Whitney U test.

**Table 1:** Evaluation of myofibroblast orientation in WT and *Mmp13^−/−^* mouse granulation tissue.

Time point	Genotype	+	++	+++	*p-value*
**7 d**	WT	0	2	3	<0.05
	*Mmp13^−/−^*	3	3	0	
**14 d**	WT	0	2	4	n.s.
	*Mmp13^−/−^*	0	2	3	
**21 d**	WT	3	2	0	<0.05
	*Mmp13^−/−^*	0	2	3	

Sections of experimental granulation tissue of wild-type (WT) and MMP-13 knockout (*Mmp13^−/−^*) mice were stained for myofibroblasts with α-SMA antibody and analyzed for myofibroblast orientation. Scoring: +, weak; ++, moderate; +++, strong. Scoring is based on the parallel orientation of myofibroblasts to the implant surface where *weak* implies negligible orientation, *moderate* implies lining of occasional myofibroblasts in certain areas, and *strong* indicates intensive parallel lining of myofibroblast masses. Statistical significance (*p*) was determined by Pearson's χ^2^-test. n.s., not significant.

### Gene expression profiling of mouse granulation tissue

Genome wide gene expression profiling in mouse experimental granulation tissue (day 7, n = 3; day 14, n = 4; day 21, n = 4 for both genotypes) with Affymetrix GeneChip® 3′ IVT Expression Analysis was performed at The Finnish DNA Microarray and Sequencing Centre, Turku, Finland. Aliquots of total RNA were processed according to Affymetrix's instructions and hybridized to Mouse Genome 430 2.0 oligonucleotide array (Affymetrix, Santa Clara, CA). The data quality was checked with AGCC and Expression Console™ 1.1. The data were normalized between the chips using rma and subjected for statistical testing with Chipster v1.4.7 software (CSC - IT Center for Science Ltd., Espoo, Finland). Statistical significances for differentially expressed genes were determined using linear modeling. The gene expression pattern was evaluated as comparison of the genotypes in a given time point. Moreover, differentially expressed genes were determined between two consecutive time points in WT samples. The fold change (FC) value for differentially expressed genes is essentially the log2 of the ratio between the mean expression values of the two sample groups. Further data mining was performed using Ingenuity Pathway Analysis (IPA®) software (http://www.ingenuity.com/). The data sets from genotype comparisons in each time point were analyzed using threshold *P*<0.05 and FC>0.5, which was chosen based on volcano plot data visualization. Illustration of the data was performed with IPA® and RGui v2.11.1 software. All microarray data are MIAME compliant and have been deposited in the public database GEO (Gene Expression Omnibus, NCBI; accession number GSE38822).

### Real-time quantitative RT-PCR

For quantitative analysis of the selected mRNAs aliquots of total RNA were DNase-treated, reverse-transcribed to cDNA and analyzed using real-time quantitative RT-PCR (qRT-PCR) with TaqMan® technology and Applied Biosystem's 7900HT equipment [33]. For mouse neuropeptide Y (*Npy*) mRNA, pre-designed TaqMan® Gene Expression assay was used (ID Mm03048253_m1, Applied Biosystems). For other transcripts, oligonucleotide primers and dual-labeled probes were designed using RealTimeDesign™ software (Biosearch Technologies, Inc) (Table S1). The levels of β-actin mRNA were used to normalize the results between the samples. The samples were analyzed in three technical replicates. To determine statistical significance of the results, the data were analyzed with independent samples T-test.

### Culture of mouse skin fibroblasts

WT and *Mmp13^−/−^* mouse [29] skin fibroblasts (MSF) from three individual mice for each genotype were established by explantation from the skin of 3 weeks old male and female mice. Dorsal skin pieces (1×1 mm) were allowed to attach on cell culture dish for 10 min and covered with DMEM containing heat-inactivated fetal calf serum (FCS, 20%), L-glutamine (2 mM), penicillin G (150 IU/ml), streptomycin (150 µg/ml) and Amphotericin B (1 µg/ml). After 10 days of cultivation, the skin pieces were removed and the fibroblasts cultured until subconfluency. WT and *Mmp13^−/−^* fibroblasts were seeded and cultured in 3D collagen gel, as previously described [26]. The cells were suspended in bovine collagen suspension consisting of 7/10 PureCol® (97% type I atelocollagen, 3 mg/ml, Advanced BioMatrix), 1/10 NaOH in 0.2 M Hepes buffer pH 8 and 1/5 5×DMEM in density 5×10^5^ cells/ml for contraction assay and 2×10^5^ cells/ml for visualizing cell morphology, and 300 µl aliquots were applied into wells of 24-well plate. After solidification (1–2 h, 37°C), the gels were detached from the well edges and DMEM containing 0.5% or 10% FCS was added. In certain cultures, medium was supplemented with transforming growth factor-β (TGF-β) (5 ng/ml). Collagen gel contraction was assessed after 24 h and 48 h by quantifying the gel areas using cell^D^ 2.6 image analysis software. Alternatively, the gel was left attached in the well, released after 72 h, and the contraction was assessed 24 h later. To visualize cell morphology, the gels were fixed with 4% paraformaldehyde (37°C) after 24 h cultivation, stained with fluorescently labeled phalloidin and Hoechst 33342, and examined in a microscope.

### Gelatinase zymography

Aliquots of unheated conditioned media were fractionated in 10% SDS-PAGE containing 1 mg/ml gelatin (G-6269, Sigma) which was fluorescently labeled with MDPF (645989, Fluka). The gels were washed and subsequently incubated for 48 h in a gelatinase activating buffer as described in [34], and photographed under UV-light.

## Results

### Delayed granulation tissue growth in *Mmp13^−/−^* mice

To elucidate the role of MMP-13 specifically in the formation of wound granulation tissue involved in the wound healing process, subcutaneously implanted viscose cellulose sponge (VCS) was used to induce granulation tissue growth. This model has been well characterized and shown to be comparable to the formation of granulation tissue during cutaneous wound healing [30], [31]. Histological analysis revealed similar initial growth of granulation tissue into VCS at 7 d and 14 d in WT and *Mmp13* ^−/−^ mice, characterized by influx of inflammatory cells and fibroblast-like cells, and ingrowth of vessel structures (Figure 1A and C). Van Gieson staining for ECM fibers indicated similar ECM deposition in *Mmp13* ^−/−^ and WT mice adjacent to the implant surface (data not shown). However, at 21 d, the *Mmp13^−/−^* granulation tissue was clearly different from WT tissue as demonstrated by a significant reduction (42%, *P*<0.05) in the growth of granulation tissue in *Mmp13* ^−/−^ mice compared to WT mice at 21 d (Figure 1A and B). The result suggests an important role for MMP-13 in regulating the cellular events related to granulation tissue formation, especially in the later phase characterized by deeper tissue growth.

**Figure 1:**
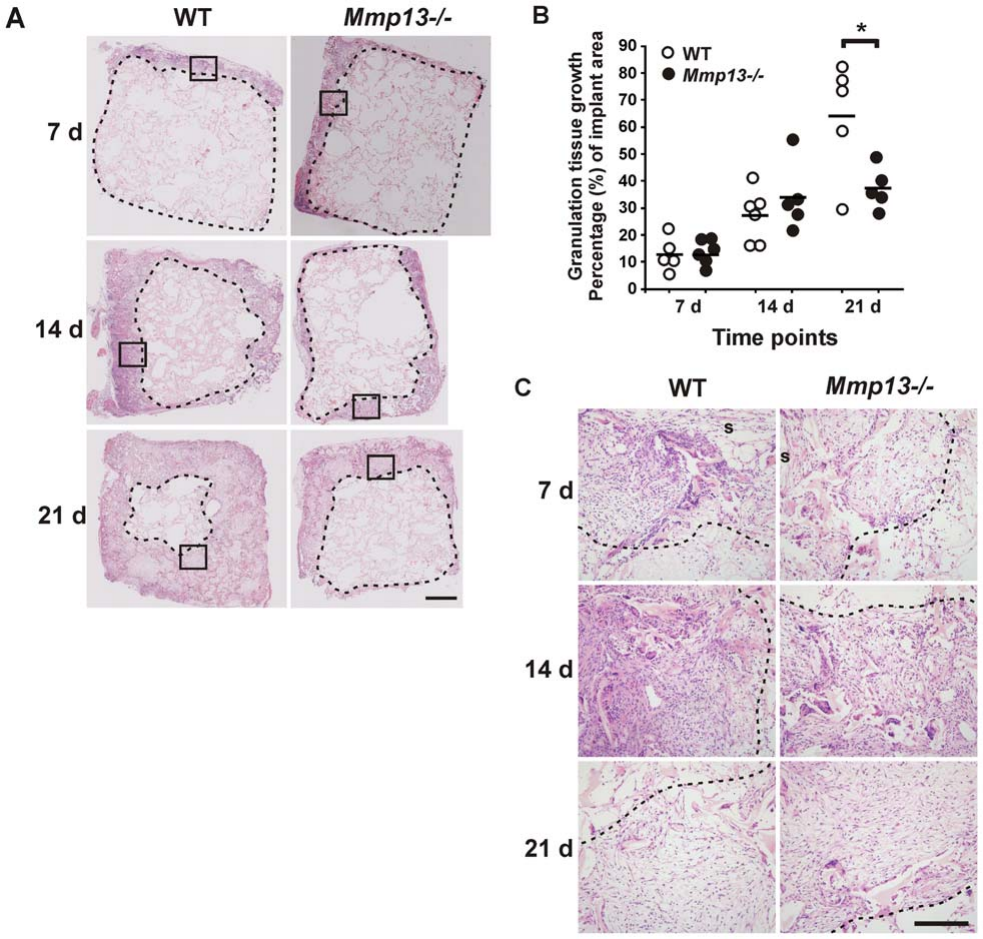
Delayed growth of experimental granulation tissue in *Mmp13^−/−^* mice. Subcutaneous viscose cellulose sponges (VCS) implanted in wild type (WT) and MMP-13 knockout (*Mmp13^−/−^*) mice were harvested at different time points, as indicated. (**A**) Hematoxylin-eosin staining of representative sections demonstrating reduced growth of granulation tissue in *Mmp13^−/−^* mice at 21 d. The border of cellular granulation tissue is marked with dashed line. The area enclosed by a square is shown in (C) with higher magnification. (Scale bar = 1 mm). (**B**) The growth of granulation tissue inside VCS was quantified blinded by determining the portion of cellular tissue relative to the implant area in a tissue section. The border of granulation tissue was determined as exemplified with dashed lines in (A). (*P<0.05, Independent samples T-test, n = 5–6). (**C**) Higher resolution images from the tissue sections presented in (A) showing the border region at the endpoint of the granulation tissue (the area enclosed by a square in A). (s, implant surface; scale bar = 200 µm).

### Delayed maturation of myofibroblasts in *Mmp13* ^−/−^ mouse granulation tissue

The appearance of myofibroblasts in wound granulation tissue is important for wound contraction during epithelial repair [35]. To assess the presence of myofibroblasts in mouse experimental granulation tissue, sections harvested at 7, 14 and 21 d, were stained for α-SMA by IHC. At 7 d, α-SMA positive cells were detected in the areas adjacent to implant surface in WT mouse tissue and the staining pattern was typically dense and oriented parallel to the surface in accordance with the contractile function of myofibroblasts. In *Mmp13* ^−/−^ mice the orientation of α-SMA-positive myofibroblasts was more random than in WT mice and did not display unified assembly of myofibroblast masses at 7 d. A semi-quantitative evaluation of the staining revealed a significant difference in the collective parallel orientation at 7 d, suggesting altered function and delayed maturation of myofibroblasts (Figure 2A and Table 1). Analysis of the granulation tissue harvested at 14 d showed prominent staining pattern of α-SMA positive cells extending throughout the cellular area and showing strong parallel orientation of myofibroblasts especially in the areas close to VCS surface (Figure 2B). No obvious difference was noted between *Mmp13^−/−^* and WT tissues, suggesting that although lack of MMP-13 results in delayed maturation of myofibroblasts in the granulation tissue, this effect is subsequently compensated by other factors. Interestingly, at 21 d the α-SMA staining pattern was characterized by markedly diminished number of α-SMA-positive cells in the areas close to VCS surface apparently representing the most mature granulation tissue, and the α-SMA staining was more emphasized in the inner parts of the implant. The shift in the expression pattern of α-SMA was clearly more evident in WT than in *Mmp13* ^−/−^ tissue and appeared to be in accordance with the intensive tissue ingrowth (Figure 2B).

**Figure 2:**
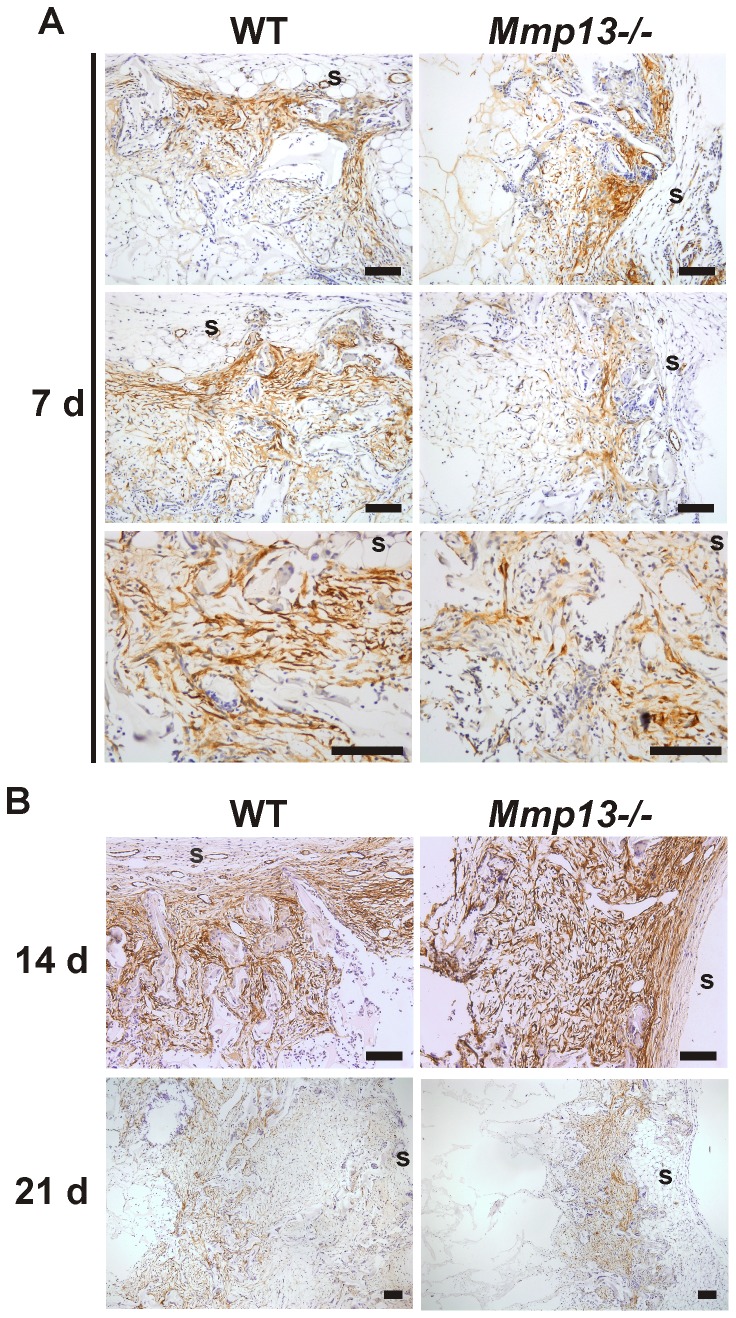
Delayed maturation of myofibroblasts in granulation tissue of *Mmp13^−/−^* mice. Sections of experimental granulation tissue of wild type (WT) and MMP-13 knockout (*Mmp13^−/−^*) mice were stained with α-smooth muscle actin (α-SMA) antibody. (**A**) The panel shows three representative image pairs from comparable locations of WT and *Mmp13^−/−^* granulation tissue at 7 d. α-SMA-positive myofibroblasts were detected close to implant surface (s). The staining pattern was denser and followed parallel orientation more strictly in WT mice compared to *Mmp13^−/−^* granulation tissue. (**B**) (Upper panels) at 14 d, α-SMA-staining pattern was strong and comparable in WT and *Mmp13^−/−^*. (Lower panels) representative image pair of WT and *Mmp13^−/−^* granulation tissues at 21 d immunostained for α-SMA. The expression of α-SMA was evident in the inner parts of implants in WT mouse granulation tissue, whereas in the *Mmp13^−/−^* granulation tissue α-SMA-positive cells were mainly abundant close to implant surface. (s, implant surface; scale bar = 100 µm).

### Altered vascularization in the granulation tissue of *Mmp13^−/−^* mice

To examine the role of MMP-13 in vascularization of the experimental granulation tissue, the tissue sections were stained for CD34 by IHC. The CD34-positive vessels were morphometrically analyzed and subdivided into three groups based on the diameter. The vessel structures with the diameter less than 10 µm were considered as microvessels, the vessels with the diameter 10–40 µm as medium sized blood vessels, and the vessels over 40 µm in diameter as large vessels. In general, CD34 positive blood vessels were abundantly present in WT and *Mmp13* ^−/−^ mouse granulation tissue already at 7 d time point in the areas with prominent tissue growth (Figure 3A). In both groups, the vessel density decreased during the second week of granulation tissue growth and increased again during the third week. CD34 positive microvessels (<10 µm) were abundantly present in both WT and *Mmp13* ^−/−^ mouse granulation tissue in all time points examined (Figure 3B). Interestingly, microvessel density was higher in *Mmp13* ^−/−^ mouse granulation tissue at 14 d (*P*<0.05), reflecting enhanced neovascularization or reduced resolution. The density of the medium sized vessels (10–40 µm) was similar in WT and *Mmp13^−/−^* tissue in all time points examined (Figure 3A and B). A striking difference in vascular pattern was also noted at 21 d, when the *Mmp13* ^−/−^ granulation tissue was characterized by almost total absence of large vessels (>40 µm), likely to represent venules or arterioles, which in contrast, were commonly present in WT mouse granulation tissue (Figure 3A and B) (*P*<0.05). Determination of the total number of large vessels at 21 d time point revealed that a section of every granulation tissue sample contained in average 14 (range 5–24) and 2 (range 0–4) large vessels in WT and *Mmp13* ^−/−^ mouse granulation tissue, respectively.

**Figure 3:**
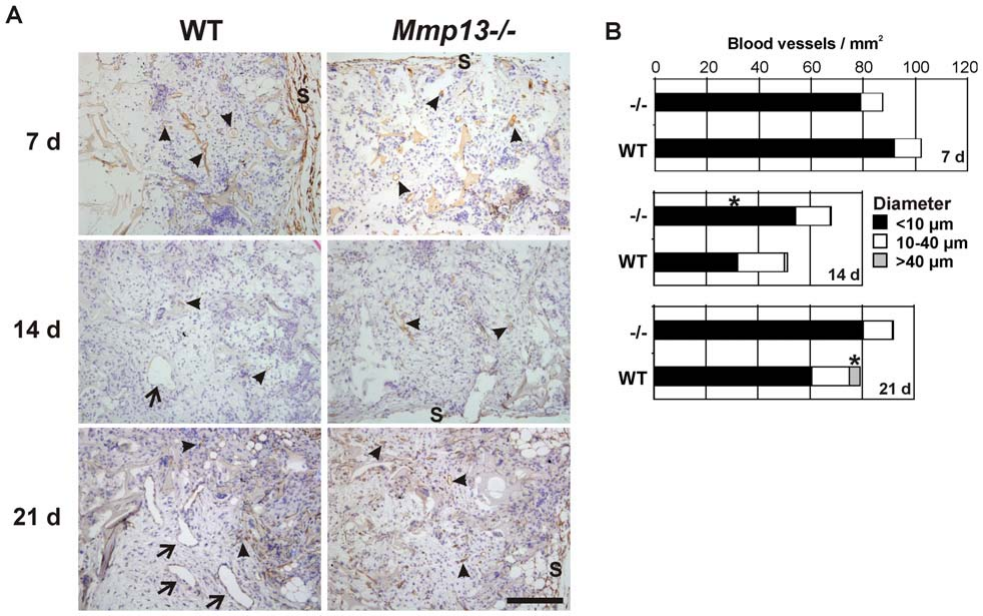
Altered vascular pattern in granulation tissue of *Mmp13^−/−^* mice. (**A**) Sections of experimental granulation tissue of wild-type (WT) and MMP-13 knockout (*Mmp13^−/−^*) mice harvested at indicated time points were immunostained for blood vessels using CD34 as a marker. The *arrowheads* indicate microvessels and medium sized vessels (diameter<40 µm) and *arrows* indicate large vessel structures (diameter>40 µm). (s, implant surface; scale bar = 200 µm. (**B**) The number and the diameter of CD34-positive blood vessels were determined in defined areas of cellular granulation tissues with digital image analysis. *Statistically significant difference in the density of microvessels (<10 µm) at 14 d and of the large vessels (>40 µm) at 21 d (*P*<0.05, MannWhitney U test, n = 5–6).

### Comparison of gene expression profiles between *Mmp13^−/−^* and WT mouse granulation tissue

To gain insight into the molecular mechanisms of MMP-13 -elicited regulation of granulation tissue growth and vascularization, RNAs from WT and *Mmp13^−/−^* mouse granulation tissue samples were subjected to oligonucleotide microarray (Affymetrix) based global gene expression profiling. 

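Granulation tissue that had grown into viscose cellulose sponges, implanted under the dorsal skin of WT and *Mmp13-/-* mice as a scaffold for new tissue, was profiled on 22 Affymetrix arrays of the mouse genome, which measure RNA from its 3' end. Each genotype was represented by 3 arrays at 7 d and by 4 arrays at 14 d and at 21 d. *Mmp13*, the collagenase gene that was targeted, was measured first as a check of the labels. Its log2 signal was 8.37 ± 0.43 in *Mmp13-/-* and 10.69 ± 0.42 in WT tissue at 7 d (SD, n = 3 each), 8.31 ± 0.28 and 11.72 ± 0.12 at 14 d (SD, n = 4 each) and 7.91 ± 0.28 and 11.17 ± 0.67 at 21 d (SD, n = 4 each). Every *Mmp13-/-* array lay below every WT array of its day. The log2 differences were -2.32 (standard error 0.30, adjusted p = 0.00573 from limma), -3.41 (standard error 0.26, adjusted p = 2.17e-06) and -3.26 (standard error 0.26, adjusted p = 4.71e-06). The call at 7 d was lost when only the arrays of that day were fitted (adjusted p = 0.146) and without *Mmp13-/-* 7 d replicate 3 (adjusted p = 0.0774). Within hybridization series 1, the difference at 14 d was -3.46 (3 arrays of each genotype). Whether the *Mmp13* probe set lies within the deleted part of the gene is not known here.

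The arrays were hybridized in 2 series. Series 1 holds 12 arrays, made from 2 µg of RNA with a one-cycle labelling kit: all arrays of 7 d and replicates 1 to 3 of each genotype at 14 d. Series 2 holds 10 arrays, made from 250 ng of RNA with a 3' in vitro transcription kit: all arrays of 21 d and replicate 4 of each genotype at 14 d. The authors normalized the signals with RMA, and the deposited values are on the log2 scale with 2 decimals, from 1.43 to 13.77. Of 45037 probe sets tested (64 controls were left out), 34945 are annotated to 1 gene, 932 to several and 9160 are unnamed here. The median of the probe set means was 4.22, and probe sets under it are called dim. A gene is represented by the probe set with the highest mean over all arrays among those annotated to it alone. All arrays entered 1 limma model with the 6 groups and the hybridization series as terms, so the groups share 1 estimate of the spread. Differences are *Mmp13-/-* minus WT and were called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Arrays of the same group correlated at r = 0.977 to 0.996 across probe sets (median 0.987), and arrays of different groups at a median r of 0.978. The number of arrays limits the precision, and since the sources do not say in words that each array is of its own animal, p-values measure only the spread between arrays.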

The data were analyzed by comparison of the gene expression profiles of *Mmp13^−/−^* and WT tissue in all time points. 

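*Mmp13* and *Casp4*, which encodes an inflammatory caspase, were lower in *Mmp13-/-* tissue at each of the 3 days and were the only genes called at all of them. In all, 4 probe sets differed at an adjusted p under 0.05 at 7 d (1 higher and 3 lower in *Mmp13-/-* tissue), 8 at 14 d (2 higher and 6 lower) and 22 at 21 d (13 higher and 9 lower). With arrays centred on their medians, 11 of 36 called at 21 d were higher, so that balance depends on the scaling. The calls at 14 d included lower *Mmp2*, a gelatinase, lower *Lum*, a collagen-binding proteoglycan, and a probe set of *Rgs2*, a regulator of G protein signalling, that was higher, as were its other 3 (the brightest by 0.59, adjusted p = 0.622). Of the 22 calls at 21 d, 12 were of dim probe sets. At an unadjusted p under 0.05, 975 probe sets passed at 7 d (574 higher and 401 lower). At 14 d 1794 passed (792 higher and 1002 lower), and at 21 d 5368 (2599 higher and 2769 lower). These are 2.17%, 3.98% and 11.9% of all tested. With no true difference a share of 0.05 would pass, so the shares at 7 d and 14 d are below what chance gives. When only the arrays of 1 day were fitted, the unadjusted counts were 1624, 4887 and 2410. Without single arrays, the adjusted count ran from 1 (without *Mmp13-/-* 7 d replicate 3) to 8 (without WT 7 d replicate 1) at 7 d, from 4 to 6 at 14 d and from 22 to 110 (without WT 21 d replicate 3) at 21 d.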

Here, 1303, 3560 and 1984 significantly differentially expressed genes (*P*<0.05) were identified at 7 d, 14 d and 21 d, respectively. Of these 87, 96 and 95 genes, respectively, displayed FC>0.75 and are listed in heatmap in Figure 4A.

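With an unadjusted p under 0.05 and an absolute log2 difference over 0.75, 144 probe sets remained at 7 d (95 higher and 49 lower in *Mmp13-/-* tissue), 136 at 14 d (24 higher and 112 lower) and 163 at 21 d (59 higher and 104 lower). They named 118, 100 and 123 genes. The higher probe sets outnumbered the lower at 7 d, and the lower outnumbered the higher at 14 d and 21 d. Leaving out single arrays gave 137 to 261 probe sets at 7 d (261 without WT 7 d replicate 2, 236 without *Mmp13-/-* 7 d replicate 1), 116 to 205 at 14 d (205 without *Mmp13-/-* 14 d replicate 4) and 155 to 308 at 21 d (308 without WT 21 d replicate 4, 258 without *Mmp13-/-* 21 d replicate 1).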

**Figure 4:**
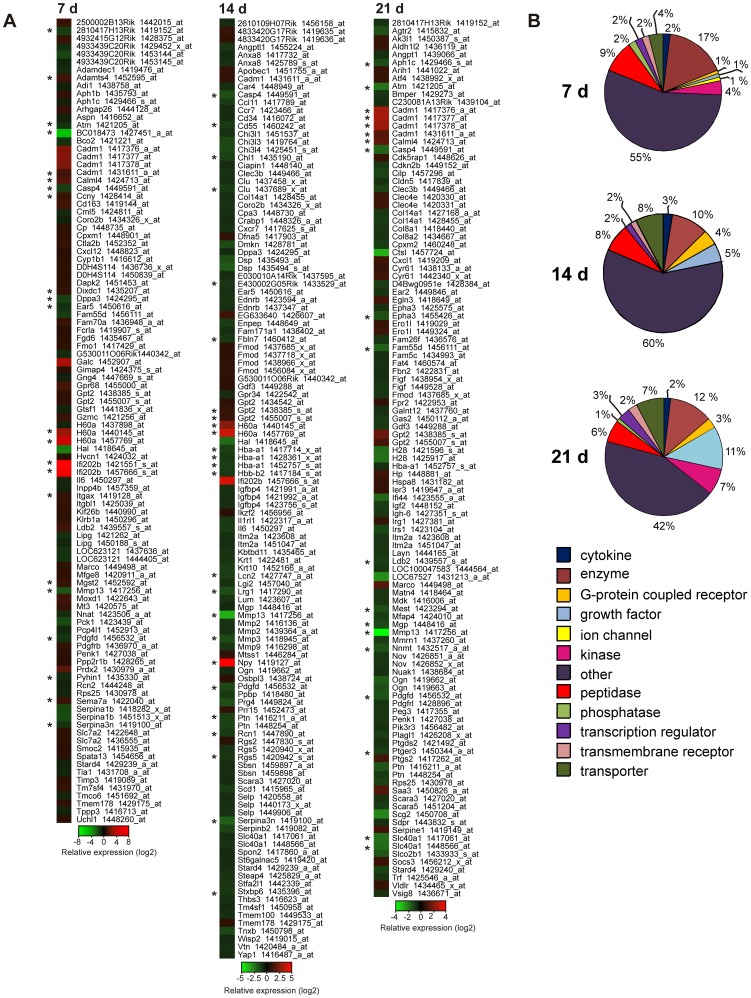
Comparison of gene expression profiles in granulation tissue of *Mmp13^−/−^* and WT mice. (**A**) Microarray data of MMP-13 knockout (*Mmp13^−/−^*) and wild type (WT) mouse granulation tissue at 7, 14 and 21 d were analyzed for differential gene expression by comparing *Mmp13^−/−^* granulation tissue samples to WT. The genes, which showed significant difference (*P*<0.05) and FC>0.75 in the expression are illustrated as heatmap. *Genes with FC>1 and *P*<0.001. (**B**) Differentially expressed genes at indicated time points were categorized based on molecular function according to Ingenuity Pathway Analysis® (IPA) software.

Classification of differentially expressed genes between the genotypes at specific time points based on the molecular function revealed the peptidases and other enzymes and the group of unclassified genes (“other”) as the largest groups at 7 d (Figure 4B). 

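*Ifi202b*, an interferon-activated gene, had a log2 signal of 10.46 ± 0.25 in *Mmp13-/-* and 3.14 ± 0.28 in WT tissue at 7 d (SD, n = 3 each), a log2 difference of 7.33 (standard error 1.82, adjusted p = 0.750 from limma). *Cadm1*, a cell adhesion molecule, was at 8.72 ± 0.13 in *Mmp13-/-* and 5.88 ± 1.4 in WT tissue (SD, n = 3 each), a log2 difference of 2.83 (standard error 0.67, adjusted p = 0.690). All 4 probe sets of *Cadm1* were higher in *Mmp13-/-* tissue. For both genes every *Mmp13-/-* array was above every WT array (exact permutation test, p = 0.1, two-sided, the smallest p that 3 arrays against 3 allow). *Ifi202b* lay near 1 of 2 levels on each of the 22 arrays, which widens the spread that the 6 groups share. When only the arrays of 7 d were fitted, its adjusted p was 1.69e-05. A second probe set, annotated to *Ifi202b* and 1 other gene, had a log2 difference of 8.42 (standard error 2.32, unadjusted p = 0.00171, adjusted p = 1).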

The majority of the differentially expressed transcripts at 7 d were upregulated in *Mmp13* ^−/−^ mouse granulation tissue, including remarkable upregulation of interferon activated gene 202B (*Ifi202b*, *p202*; FC∼8) and cell adhesion molecule 1 (*Cadm1*; FC∼2.5), which both are associated with negative regulation of cell growth [37], [38]. Interestingly, the expression of minor histocompatibility antigen 60a (*H60a*) was markedly upregulated in *Mmp13^−/−^* tissue at 7 d and 14 d (FC∼4 and FC∼3, respectively). In addition to upregulation of *Adamts4* and down-regulation of serine/cysteine peptidase inhibitors *Serpina1b* and *Serpina3n* in *Mmp13* ^−/−^ mice, no other signs of positive regulation of endopeptidase activity, which could potentially compensate MMP-13 deficiency, was recognized. It is of note that *Il6* which codes for proinflammatory cytokine IL-6, an important regulator of the acute-phase response to injury and infection [39], was downregulated in *Mmp13* ^−/−^ tissues at both 7 d and 14 d (FC∼1 and FC∼1.2, respectively).

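Of the probe sets that Figure 4A labels *H60a*, a gene for a minor histocompatibility antigen, 2 are unnamed in the probe table used here. The log2 signal of the first at 7 d was 5.66 ± 0.44 in *Mmp13-/-* and 2.55 ± 0.16 in WT tissue (SD, n = 3 each), a log2 difference of 3.12 (standard error 0.42, adjusted p = 0.00573 from limma). At 14 d it was 5.07 ± 0.32 and 2.52 ± 0.34 (SD, n = 4 each), a log2 difference of 2.55 (standard error 0.36, adjusted p = 0.00773), and 2.84 within hybridization series 1 (3 arrays each). The call at 7 d was lost without *Mmp13-/-* 7 d replicate 1 (adjusted p = 0.0537) or replicate 3 (adjusted p = 0.0774). The call at 14 d was lost without WT 14 d replicate 1 (adjusted p = 0.0606), WT 14 d replicate 3 (adjusted p = 0.0502) or *Mmp13-/-* 14 d replicate 1 (adjusted p = 0.0683). The other unnamed probe set was at 6.64 ± 0.40 in *Mmp13-/-* and 2.53 ± 0.20 in WT tissue at 7 d (SD, n = 3 each), a log2 difference of 4.11 (standard error 0.81, adjusted p = 0.242). At 14 d it was at 6.30 ± 0.60 and 2.37 ± 0.13 (SD, n = 4 each), a log2 difference of 3.93 (standard error 0.70, adjusted p = 0.0937). When only the arrays of 1 day were fitted, it was called at 7 d (adjusted p = 0.00160) and at 14 d (adjusted p = 4.89e-05). With replicate numbers as a block it was also called at 7 d (adjusted p = 0.0285) and at 14 d (adjusted p = 0.00988). Within hybridization series 1 its log2 difference at 14 d was 4.16 (adjusted p = 3.88e-06, 3 arrays each). It lay near 1 of 2 levels on every array, 2.23 to 2.76 or 5.14 to 6.92, with 1 of 11 WT and 9 of 11 *Mmp13-/-* arrays at the upper level, and this spread enters its standard error. A further probe set with that label at 7 d is annotated to another gene and had a log2 difference of -0.83 (adjusted p = 1).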

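*Adamts4*, which encodes an aggrecanase, had a log2 signal of 8.00 ± 0.17 in *Mmp13-/-* and 6.89 ± 0.23 in WT tissue at 7 d (SD, n = 3 each; log2 difference 1.11, standard error 0.26, adjusted p = 0.681 from limma). A dimmer probe set of *Adamts4* gave a log2 difference of -0.48. The serine proteinase inhibitor *Serpina3n* was at 7.75 ± 0.08 in *Mmp13-/-* and 9.07 ± 0.22 in WT tissue, a log2 difference of -1.33 (standard error 0.52, adjusted p = 1). *Serpina1b*, of the same family, was at 2.82 ± 0.05 and 5.02 ± 1.90, a log2 difference of -2.20 (standard error 0.82, adjusted p = 1).

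Genes of proteolysis were also compared as lists drawn up beforehand. Of 17 measured matrix metalloproteinases other than *Mmp13*, 12 had a positive and 5 a negative log2 difference at 7 d, of 21 ADAM and ADAMTS proteinases 9 and 12, and of 22 proteinase inhibitors 11 and 11. None of these genes passed the adjusted limma test, and 2, 2 and 5 of them had an unadjusted p under 0.05. Adjusted over the list alone, *Adamts4* (adjusted p = 0.00826) and *Timp3*, a metalloproteinase inhibitor with a log2 difference of 0.79 (adjusted p = 0.0452), passed. *Adamts4* was picked by the study on these arrays, so this is not independent evidence. As lists, none of the 3 stood apart from the other genes by camera at a preset correlation between genes of 0.01 (adjusted p = 0.5, 0.532 and 0.587).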

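The log2 signal of *Il6* was 6.30 ± 0.49 in *Mmp13-/-* and 7.32 ± 0.16 in WT tissue at 7 d (SD, n = 3 each), a log2 difference of -1.02 (standard error 0.41, adjusted p = 1 from limma). Every *Mmp13-/-* array was below every WT array of that day. At 14 d *Il6* was at 3.94 ± 0.58 in *Mmp13-/-* and 5.12 ± 0.54 in WT tissue (SD, n = 4 each), a log2 difference of -1.18 (standard error 0.35, adjusted p = 0.854). An exact permutation test at 14 d gave p = 0.0571 (two-sided). *Il6* also fell from 7 d to 14 d within *Mmp13-/-* tissue (log2 change -2.32, standard error 0.39, adjusted p = 0.00699).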

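*Npy* encodes neuropeptide Y, a peptide of nerves that also acts on vessels. Its log2 signal at 14 d was 9.47 ± 0.20 in *Mmp13-/-* and 4.64 ± 0.09 in WT tissue (SD, n = 4 each), a log2 difference of 4.83 (standard error 1.17, adjusted p = 0.549 from limma). All 4 *Mmp13-/-* arrays were above all 4 WT arrays (exact permutation test, p = 0.0286, two-sided, the smallest p that 4 arrays against 4 allow). At 7 d *Npy* was at 9.67 ± 0.26 in *Mmp13-/-* and 7.24 ± 2.39 in WT tissue (SD, n = 3 each), and at 21 d at 7.05 ± 3.09 and 7.92 ± 2.09 (SD, n = 4 each). On every array *Npy* lay near 1 of 2 levels, 3.99 to 4.84 or 8.42 to 9.93, and this spread within groups enters the shared standard error. When only the arrays of 14 d were fitted, the adjusted p was 3.1e-07. Within hybridization series 1 the difference was 4.88 (adjusted p = 0.116, 3 arrays each). By qRT-PCR, the paper reports low *Npy* in both genotypes at 7 d and a rise by 14 d in *Mmp13-/-* tissue. At 7 d, 3 of 3 *Mmp13-/-* and 2 of 3 WT arrays were at the upper level. Within series 1 the log2 change from 7 d to 14 d in *Mmp13-/-* tissue was -0.18 (adjusted p = 0.968 from limma). Why the arrays and the qRT-PCR differ was not tested.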

Interestingly, potent and significant upregulation of the expression of neuropeptide Y (*Npy*; FC∼5), a positive regulator of angiogenesis [40]–[42] was observed in *Mmp13* ^−/−^ tissue as compared to WT mice at 14 d. In addition, expression of *H60a*, *Cadm1* and *Ifi202b* genes remained elevated. In contrast, a variety of genes associated with collagen metabolism and fibrillogenesis (*Mmp2, Mmp3, Mmp9, Tnxb*/tenascin XB, *Col14a1*/collagen type XIV α1) and cell adhesion and motility, and angiogenesis (*e.g. Thbs3*/thrombospondin 3, *Dsp*/desmoplakin, *Chl1*/cell adhesion molecule with homology to L1CAM, *Selp*/selectin P, *Vtn*/vitronectin, *Pdgfd*/platelet-derived growth factor D, *Tnxb*, and *Mmp9*) were down-regulated in *Mmp13* ^−/−^ granulation tissue (Figure 4A). 

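At 14 d *Cadm1* had a log2 signal of 8.96 ± 0.34 in *Mmp13-/-* and 7.46 ± 1.60 in WT tissue (SD, n = 4 each), a log2 difference of 1.5 (standard error 0.58, adjusted p = 0.999 from limma, exact permutation p = 0.143, two-sided). *Ifi202b* was at 6.24 ± 3.90 and 2.96 ± 0.31 (SD, n = 4 each), a log2 difference of 3.28 (standard error 1.57, adjusted p = 0.999, exact permutation p = 0.286, two-sided). Of the 4 *Mmp13-/-* arrays at 14 d, 2 were at the upper level of *Ifi202b* and 2 at the lower. No WT array of 7 d or 14 d was at the upper level.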

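*Mmp2* fell in *Mmp13-/-* tissue at 14 d, from 10.60 ± 0.26 in WT to 9.69 ± 0.29 (log2 signal, SD, n = 4 each; log2 difference -0.92, standard error 0.13, adjusted p = 0.00626 from limma), and its second probe set gave -0.94 (standard error 0.12, adjusted p = 0.00458). *Mmp3*, stromelysin 1, was at 9.11 ± 0.42 in *Mmp13-/-* and 10.63 ± 0.07 in WT tissue (log2 difference -1.53, standard error 0.32, adjusted p = 0.336), with every *Mmp13-/-* array below every WT array (exact permutation test, p = 0.0286, two-sided). *Mmp9*, a gelatinase of leukocytes, was at 8.03 ± 0.30 and 9.04 ± 0.86 (log2 difference -1.02, standard error 0.41, adjusted p = 0.999, exact permutation p = 0.114). The call for *Mmp2* was lost without the hybridization term (adjusted p = 0.0930) and without replicate 4 of either genotype (adjusted p = 0.0673 each). Fitted on the arrays of 14 d only, *Mmp3* was called (adjusted p = 0.0350). Within hybridization series 1 (3 arrays each), the differences were -0.89 for *Mmp2* (adjusted p = 0.0128), -1.51 for *Mmp3* (adjusted p = 0.431) and -0.97 for *Mmp9* (adjusted p = 0.739).

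Of 41 measured collagens and matrix proteins, 31 had a negative log2 difference at 14 d, and *Lum* alone passed the adjusted test (4 lower when adjusted over the list alone). *Lum* was at 10.32 ± 0.19 in *Mmp13-/-* and 11.27 ± 0.26 in WT tissue (log2 difference -0.94, standard error 0.15, adjusted p = 0.0274), a call lost in 10 other settings, 7 of them without a single array. The collagen fibril organizer *Tnxb* had a log2 difference of -1.42 (standard error 0.37, adjusted p = 0.625), *Col14a1* of -0.70 (standard error 0.21, adjusted p = 0.854) and *Dcn*, decorin, of -0.42. The list was lower by camera (adjusted p = 1.06e-09), a call lost with an estimated correlation (adjusted p = 0.119 with an estimated correlation). Fibroblast markers were lower as a list (11 of 13 negative, median -0.22, adjusted p = 1.64e-09), and this call held with an estimated correlation (adjusted p = 0.0238).

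Among genes of adhesion and motility, *Thbs3* had a log2 difference of -0.89 (adjusted p = 0.920), *Chl1* of -1.29 (adjusted p = 0.623, 2 of its 4 probe sets negative), *Selp* of -0.81 (adjusted p = 0.999), *Vtn*, vitronectin, of -0.77 (adjusted p = 0.911, 1 of 2 probe sets negative) and *Pdgfd* of -1.22 (standard error 0.32, adjusted p = 0.625, 2 of 3 probe sets negative). *Dsp*, a desmosomal protein of epithelia, was at 2.33 ± 0.06 in *Mmp13-/-* and 4.00 ± 1.80 in WT tissue (log2 difference -1.67, standard error 0.52, adjusted p = 0.911). Of 20 measured keratinocyte markers, 18 had a negative log2 difference (median -0.54), including *Dmkn* at -1.54 and *Krt10* at -1.19. No keratinocyte marker passed the adjusted limma test, 10 had an unadjusted p under 0.05 and 9 were lower when adjusted over the list alone. The list was lower by camera (adjusted p = 1.7e-10; adjusted p = 0.07 with an estimated correlation). The WT arrays were spread widely. The mean log2 signal of the 20 markers, looked at after the other values, was 4.72 and 4.91 on WT 14 d replicates 1 and 3, 3.78 and 3.71 on replicates 2 and 4, and 3.49 to 3.69 on the *Mmp13-/-* arrays (exact permutation p = 0.0286, two-sided).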

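The probe set of *Hba-a1*, which encodes a chain of hemoglobin, was dim at 14 d, with a log2 signal of 2.49 ± 0.13 in *Mmp13-/-* and 2.44 ± 0.14 in WT tissue (SD, n = 4 each). The log2 difference was 0.05 (standard error 0.08, adjusted p = 0.999 from limma). For 3 brighter probe sets annotated to both *Hba-a1* and *Hba-a2*, looked at after the values of the first were seen, the log2 differences were -1.06, -1.2 and -1.27 (unadjusted p = 0.00492, 0.00395 and 0.00655), and the smallest adjusted p was 0.902. Of 8 measured genes of erythroid cells, 3 had a positive and 5 a negative log2 difference (median -0.09). No erythroid gene passed the adjusted limma test, and 2 were lower at an unadjusted p under 0.05. The list did not stand apart by camera (adjusted p = 0.21).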

Interestingly, the expression of *Hba-a1*/hemoglobin α-chain previously detected in granulation tissue macrophages [43] was downregulated in *Mmp13* ^−/−^ tissue at 14 d.

At 21 d, over 10% of the differentially expressed genes were growth factors, all downregulated in *Mmp13* ^−/−^ tissue (Figure 4B). In addition, several genes associated with angiogenesis (*e.g. Col8a1, Col8a2*/collagen VIII α1 and α2, *Angpt1*/angiopoietin 1 and *Figf*/c-fos induced growth factor/vascular endothelial growth factor D) were downregulated in *Mmp13^−/−^* granulation tissue as compared to WT mice (Figure 4A). Moreover, genes such as *Igf2*/insulin-like growth factor 2, *Ptn*/pleiotrophin, *Pdgfd*, and *Figf*, which function in the positive regulation of cell division were downregulated with FC>0.75 and *P*<0.05. 

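Of 38 measured growth factors, 25 had a negative and 13 a positive log2 difference at 21 d, with a median of -0.17. No growth factor passed the adjusted limma test, and 10 were lower and 3 higher at an unadjusted p under 0.05. Adjusted over the list alone, 5 were lower and 2 higher, a count that is not independent evidence for the growth factors the study picked on these arrays. The higher members included *Vegfa*, the main vascular endothelial growth factor, with a log2 difference of 0.61 (adjusted p = 0.0236 over the list alone). As a list, growth factors were lower by camera (adjusted p = 0.0151; adjusted p = 0.482 with an estimated correlation). *Met*, the receptor of hepatocyte growth factor, had a log2 difference of 0.52 at 21 d (standard error 0.15, adjusted p = 0.170, 1 of 2 probe sets positive) and 0.48 at 14 d (standard error 0.15, adjusted p = 0.914). *Ccn1*, a matrix-associated angiogenic factor also known as *Cyr61*, was at 0.54 at 21 d (standard error 0.19, adjusted p = 0.262) and at 0.07 at 14 d (standard error 0.19, unadjusted p = 0.726, adjusted p = 0.999). *Fgf13*, of the fibroblast growth factor family, was at -0.72 at 21 d (standard error 0.35, adjusted p = 0.429, 1 of 2 probe sets negative) and at 0.58 at 14 d (standard error 0.35, adjusted p = 0.999).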

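*Angpt1*, a ligand of the endothelial receptor Tie2, had a log2 signal of 5.23 ± 0.39 in *Mmp13-/-* and 6.02 ± 0.27 in WT tissue at 21 d (SD, n = 4 each), a log2 difference of -0.79 (standard error 0.17, adjusted p = 0.0691 from limma, exact permutation p = 0.0571, two-sided). It was called without WT 21 d replicate 4 (adjusted p = 0.0391) or *Mmp13-/-* 21 d replicate 1 (adjusted p = 0.0248). *Figf* (*Vegfd*) was at 7.86 ± 0.48 and 8.73 ± 0.47, a log2 difference of -0.87 (standard error 0.24, adjusted p = 0.141). The collagen VIII chains *Col8a1* and *Col8a2* had log2 differences of -0.45 (standard error 0.35, adjusted p = 0.640) and -0.66 (standard error 0.25, adjusted p = 0.307).

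Of 36 measured angiogenic factors and receptors, 21 had a negative and 15 a positive log2 difference at 21 d. None passed the adjusted limma test, and 7 were lower and 5 higher at an unadjusted p under 0.05 (5 lower and 3 higher when adjusted over the list alone). The list did not stand apart by camera (adjusted p = 0.318). Of 20 measured endothelial cell markers, 18 were negative (median -0.37), among them *Eng*, endoglin, at -0.42 (standard error 0.09, adjusted p = 0.0667) and *Tek*, which encodes Tie2, at -0.61. Endothelial markers were lower as a list (adjusted p = 0.0077 from camera; adjusted p = 0.694 with an estimated correlation).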

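*Pdgfd* had a log2 signal of 4.33 ± 0.50 in *Mmp13-/-* and 5.84 ± 0.81 in WT tissue at 21 d (SD, n = 4 each). The log2 difference was -1.51 (standard error 0.32, adjusted p = 0.0657 from limma, exact permutation p = 0.0571, two-sided), and the other 2 probe sets of the gene gave -0.77 and -0.21. It was called without WT 21 d replicate 3 (adjusted p = 0.0283) or *Mmp13-/-* 21 d replicate 3 (adjusted p = 0.0498). *Igf2* had a log2 difference of -0.90 (standard error 0.50, adjusted p = 0.495), with 1 of its 2 probe sets negative, and *Ptn* of -0.78 (standard error 0.36, adjusted p = 0.407), with 2 of 3 negative. None of these genes passed the adjusted test.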

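*Casp4* was lower in *Mmp13-/-* tissue at each day. Its log2 signal was 6.74 ± 0.14 in *Mmp13-/-* and 8.47 ± 0.05 in WT tissue at 7 d (SD, n = 3 each), 6.10 ± 0.46 and 7.59 ± 0.20 at 14 d and 5.65 ± 0.39 and 7.04 ± 0.21 at 21 d (SD, n = 4 each). The log2 differences were -1.73 (standard error 0.22, adjusted p = 0.00573 from limma), -1.49 (standard error 0.19, adjusted p = 0.00438) and -1.39 (standard error 0.19, adjusted p = 0.00503). Within hybridization series 1 the difference at 14 d was -1.73 (adjusted p = 0.00124). With only the arrays of 1 day fitted, the calls at 14 d (adjusted p = 0.0532) and 21 d (adjusted p = 0.0986) were lost. *Pdgfd*, a platelet-derived growth factor, had a log2 difference of -1.29 at 7 d (standard error 0.37, adjusted p = 1), with 4.30 ± 0.05 in *Mmp13-/-* and 5.59 ± 0.60 in WT tissue (SD, n = 3 each). *Casp4* and *Pdgfd* both lie within 10 Mb of *Mmp13* on its chromosome (gene order of GRCm38.p6).

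**Figure D1:**
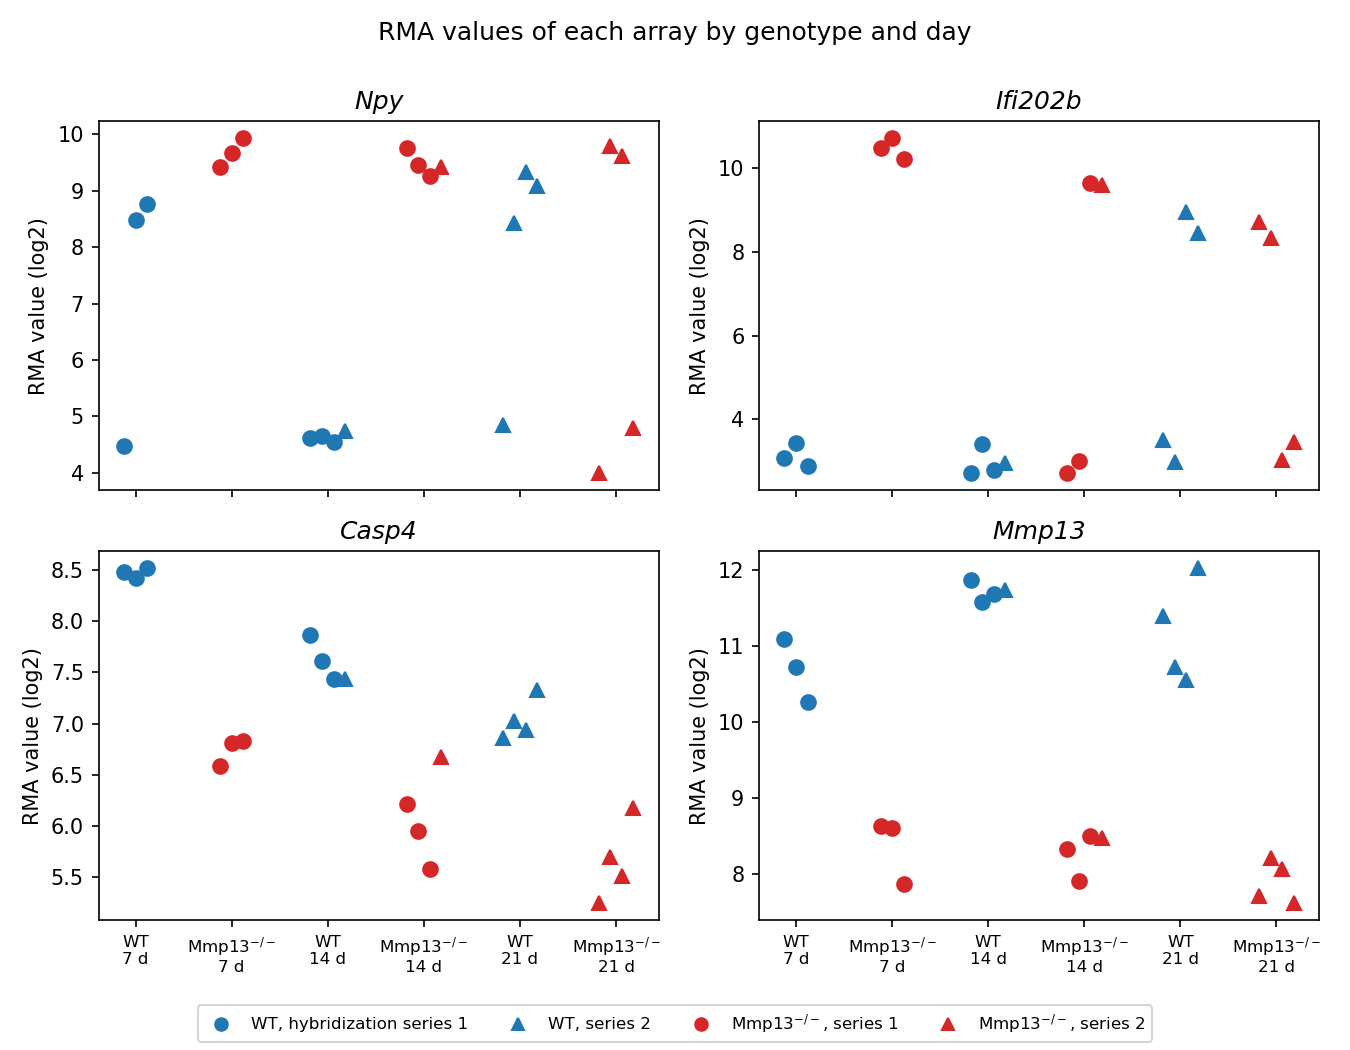
RMA log2 signal of *Npy*, *Ifi202b*, *Casp4* and *Mmp13* on each of the 22 arrays, by genotype (blue, WT; red, *Mmp13-/-*) and day of harvest, with circles for hybridization series 1 and triangles for series 2. *Npy* and *Ifi202b* each lie near 1 of 2 levels, with WT arrays at the upper level in 5 of 11 cases for *Npy* and 2 of 11 for *Ifi202b*, while *Mmp13-/-* arrays lie below the WT arrays of their day for *Mmp13* and *Casp4*.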

*Casp4*/caspase 4, one of the “inflammatory caspases” and *Pdgfd*, a potent inducer of cell proliferation and angiogenesis [44], [45], were significantly downregulated (FC>1, *P*≤0.001) in all time points examined in *Mmp13* ^−/−^ mice. In contrast, *Cadm1* which is shown to regulate epidermal wound healing [46] was systematically upregulated in all time points (Figure 4A).

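At 21 d *Cadm1* had a log2 signal of 9.26 ± 0.52 in *Mmp13-/-* and 7.05 ± 0.41 in WT tissue (SD, n = 4 each), a log2 difference of 2.21 (standard error 0.58, adjusted p = 0.131 from limma). All 4 *Mmp13-/-* arrays were above all 4 WT arrays (exact permutation test, p = 0.0286, two-sided). Fitted on the arrays of 21 d only, *Cadm1* was called (adjusted p = 0.0364).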

### Pathway analysis of differentially expressed genes in *Mmp13* ^−/−^ and WT mouse granulation tissue

To elucidate the biological processes involved in the delayed granulation tissue growth in *Mmp13^−/−^* mice, the different gene expression profiles at specific time points were subjected to Ingenuity Pathway Analysis (IPA). This analysis of molecular relations was performed based on the genes that differed between the data sets with FC>0.5 and *P*<0.05. 

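*Col8a1* and *Col8a2*, the chains of a short-chain collagen of vessel walls and stroma, had log2 differences between *Mmp13-/-* and WT tissue of -0.02 and -0.05 at 7 d and of 0.32 and 0.07 at 14 d, all with an adjusted p of 0.999 or 1 from limma. *Col14a1*, a collagen associated with fibrils, had a log2 difference of 0.01 at 7 d and -0.79 at 21 d (standard error 0.21, adjusted p = 0.130). At 21 d every *Mmp13-/-* array was below every WT array for *Col14a1*, at 9.03 ± 0.44 and 9.82 ± 0.22 (SD, n = 4 each). Of 41 measured collagens and matrix proteins, 36 had a negative log2 difference at 21 d (median -0.18). None passed the adjusted limma test, and 9 were lower and 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, 4 were lower, *Ogn* (-1.13), *Col14a1*, *Lum* (-0.53) and *Mfap4* (-0.83). The list was lower by camera (adjusted p = 0.000239; adjusted p = 0.694 with an estimated correlation). Among other metalloproteinases, *Mmp8*, *Mmp11* and *Mmp14* had log2 differences of -0.55, 0.30 and 0.08 at 7 d and of -0.53, -0.21 and -0.12 at 14 d.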

Several of the differentially expressed genes included in the gene lists in Figure 4 were also found in the MMP-13 interaction network including *Col8A1, Col8A2* and *Col14A1* and several MMPs. Moreover, the expression of a variety of chemokines and cytokines directly related to MMP-13, including *Il6*, *Il1*, *Ccl7*, *Ccl4* and *Ccl13*, was downregulated at 7 d and 14 d in *Mmp13* ^−/−^ tissue but upregulated at 21 d (Figure 5).

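Of the genes named, 4 have their own probe sets here and *Ccl13* has none. *Ccl7* and *Ccl4*, chemoattractants of monocytes, had negative log2 differences at 7 d (-0.41, standard error 0.30, and -0.36, standard error 0.22) and 14 d (-0.36 and -0.41) and positive ones at 21 d (0.41 and 0.13). The *Il1* of the paper was read as *Il1a* and *Il1b*. *Il1b* went from -0.22 at 7 d and -0.49 at 14 d to 0.66 at 21 d (standard error 0.32, adjusted p = 0.431 from limma), and *Il1a* had 0.16, -0.04 and 0.01. *Il6* was at 0.51 at 21 d (standard error 0.35). None of these differences passed the adjusted test at any day. The change of the genotype difference between 14 d and 21 d was tested as an interaction, which for *Il6* gave a log2 value of 1.69 (standard error 0.50, adjusted p = 0.588).

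Of 41 measured chemokines and cytokines, 24 had a negative and 17 a positive log2 difference at 7 d (camera adjusted p = 0.587), 35 were negative at 14 d and 29 were positive at 21 d. By camera, the list was lower in *Mmp13-/-* tissue at 14 d (median -0.25, adjusted p = 2.44e-05; adjusted p = 0.158 with an estimated correlation). It was higher at 21 d (median 0.13, adjusted p = 0.0216; adjusted p = 0.694 with an estimated correlation). None of its members passed the adjusted limma test, with 4 of them at 7 d, 4 at 14 d and 7 at 21 d at an unadjusted p under 0.05. Whether the 2 days differed was not tested for the list.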

**Figure 5:**
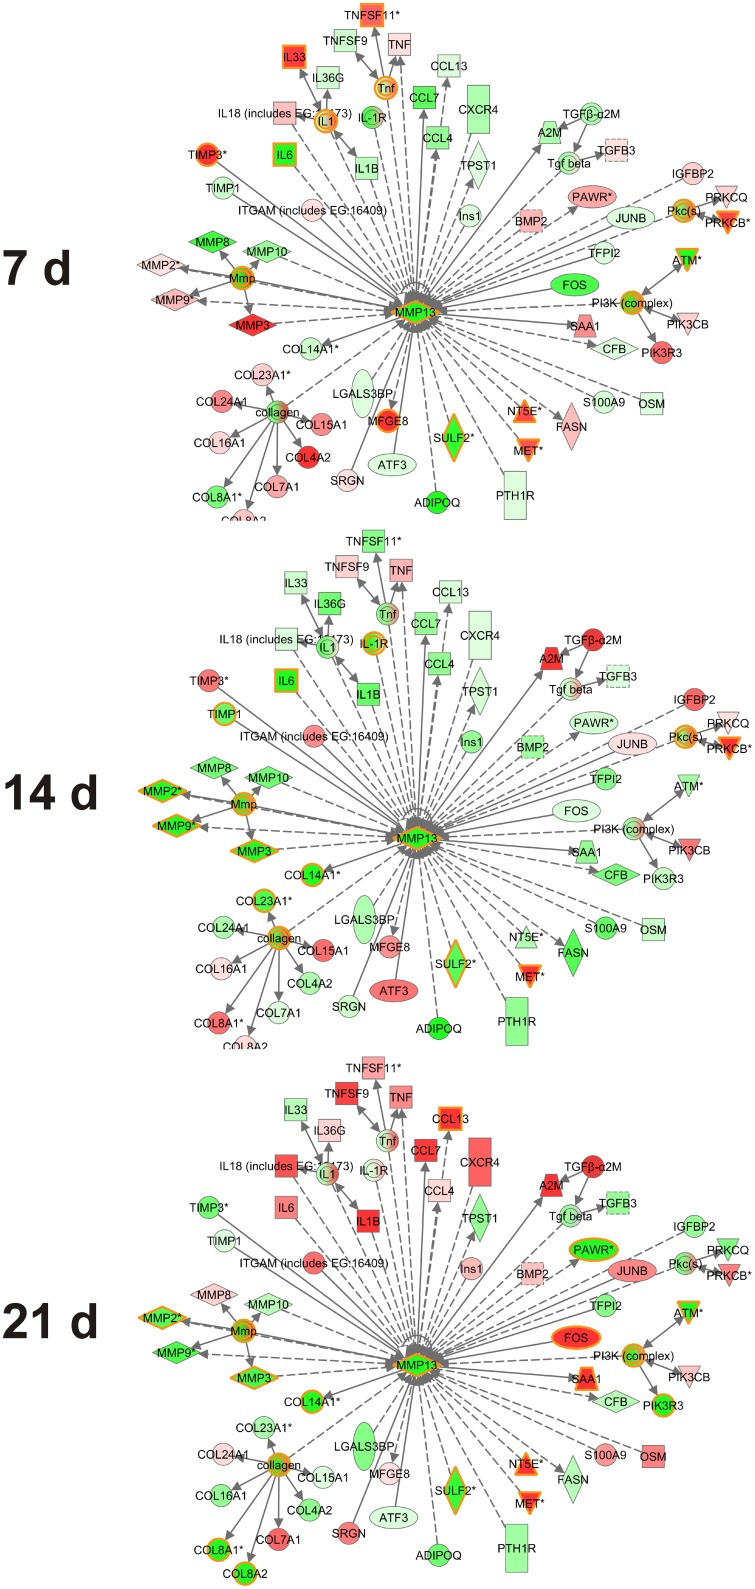
Molecular interactions of MMP-13 with differently regulated genes in *Mmp13^−/−^* mouse granulation tissue compared to WT. IPA software was employed to construct a molecular interaction network of MMP-13 with the genes that were differently expressed in MMP-13 knockout (*Mmp13^−/−^*) granulation tissue compared to wild type (WT) in indicated time points. Interactions are based on the literature in Ingenuity Knowledge Base. The molecules with fold change (FC) >0.3 in one of the time points were included in the figure and the molecules with FC>0.5 and with *P*-value<0.05 in specific time point are highlighted with yellow color. Red color indicates upregulation and green color indicates downregulation in *Mmp13^−/−^* mouse granulation tissue compared to WT. The intensity of the color implies the magnitude of FC. The arrows and lines indicate direct (solid line) and indirect (dashed line) functional and physical interactions. The arrows show the direction of the regulation.

Next, functional analysis was performed to associate biological functions with the differentially expressed gene sets at 7 d, 14 d and 21 d of *Mmp13* ^−/−^ granulation tissue compared to WT (Tables 2, 3, 4). Briefly, at 7 d the differentially expressed molecules (FC>0.5, *P*-value<0.05) were associated most significantly with categories *cellular growth and proliferation*, *cellular movement*, *inflammatory response*, and *cell death* (Table 2). However, based on regulation z-score, significant up- or downregulation of biological functions between genotypes at 7 d was noted only with respect to *neuronal cell death* and *neoplasia* (Table 2). 

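Cell cycle genes were higher as a group in *Mmp13-/-* tissue at 7 d. Of 31 measured, 29 had a positive log2 difference, with a median of 0.20, and the list was called by camera (adjusted p = 1.2e-11; adjusted p = 0.296 with an estimated correlation). Examples are *Birc5* (0.55), *Bub1* (0.48), *Top2a* (0.41) and *Cenpa* (0.36), genes of mitosis and chromosome segregation, none of which passed the adjusted limma test. In the list, 7 genes had an unadjusted p under 0.05, all higher. Genes of the interferon response were lower as a group, with 23 of 26 negative and a median of -0.26 (adjusted p = 2.38e-06; adjusted p = 0.799 with an estimated correlation). *Mx2* (-0.50) and *Oasl1* (-0.48) are among them, and 1 gene had an unadjusted p under 0.05 and none an adjusted one. The lists of apoptosis (adjusted p = 0.587), leukocyte adhesion and trafficking (adjusted p = 0.939), and acute phase and inflammatory response (adjusted p = 0.587) did not stand apart.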

The biofunction *vasculogenesis* was predicted to be upregulated in *Mmp13* ^−/−^ granulation tissue (regulation z-score 1.9). This is in accordance with the increased density of microvessels noted in *Mmp13* ^−/−^ granulation tissue at 14 d by IHC (Figure 3).

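Lists of vessel cell markers were higher in *Mmp13-/-* tissue at 7 d by camera with the preset correlation, but not with an estimated one, and were lowest on WT 7 d replicate 1. Of 20 measured endothelial cell markers, 18 had a positive log2 difference, with a median of 0.63. They include the transcription factor *Sox17* (1.03), *Sox18* (0.89), *Plvap* (0.85), a protein of fenestrae, and the receptor *Flt1* (0.49). All 7 pericyte markers were positive, with a median of 0.66, among them *Pdgfrb* (0.90, standard error 0.33) and *Notch3* (0.82). Both lists were called by camera, endothelial markers with an adjusted p of 1.27e-12 and pericyte markers with 2.34e-06, and each had an adjusted p of 0.296 with an estimated correlation. No marker passed the adjusted limma test, while 8 endothelial and 3 pericyte markers had an unadjusted p under 0.05. Adjusted over the list alone, *Pdgfrb* and *Notch3* were higher (adjusted p = 0.0459 each). The mean log2 signal of the endothelial list, looked at after the other values, was 5.43 on WT 7 d replicate 1, 7.04 and 6.46 on the other WT arrays and 6.54, 6.94 and 7.09 on the *Mmp13-/-* arrays (exact permutation p = 0.4, two-sided). For pericytes these were 5.59, 7.17 and 6.97 against 6.91, 7.23 and 7.55 (exact permutation p = 0.4). Without WT 7 d replicate 1 the difference of *Pdgfrb* was 0.47.

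Angiogenic factors and receptors were positive in 26 of 36 cases (camera adjusted p = 0.0044; adjusted p = 0.296 with an estimated correlation), with *Met* (0.61, standard error 0.17) higher and *Pdgfd* lower when adjusted over the list alone (adjusted p = 0.0304 each). *Adamts4* is also on that list. Basement membrane genes were positive in 11 of 16 cases (camera adjusted p = 0.00676; adjusted p = 0.454 with an estimated correlation), including *Col4a1* (0.84, exact permutation p = 0.3) and *Col4a2* (0.90, exact permutation p = 0.4). Their mean log2 signal was 6.84 on WT 7 d replicate 1, 7.40 and 7.31 on the other WT arrays and 7.31 to 7.47 on the *Mmp13-/-* arrays (exact permutation p = 0.4). The single genes of these lists did not pass the adjusted limma test over all probe sets, with 8 angiogenic and 3 basement membrane genes at an unadjusted p under 0.05.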

**Table 2:** Summary of statistically significant biofunctions associated with the molecules that are differently regulated in *Mmp13^−/−^* granulation tissues at day 7 compared to the corresponding WT samples (IPA Functional Analysis).^1^

*Category* 2	*Function Annotation*	*p-value* 3	*Number of Molecules*	*Regulation z-score* 4
**Cellular Growth and Proliferation**	proliferation of cells	2.19E-13	71	1.266
	growth of fibroblast cell lines	8.86E-04	9	−1.463
	proliferation of smooth muscle cells	1.50E-03	8	1.160
**Cellular Movement**	migration of cells	8.01E-12	51	−0.369
	leukocyte migration	6.48E-08	28	0.204
	migration of endothelial cells	4.86E-07	13	1.226
	chemotaxis	1.11E-06	19	0.929
**Inflammatory Response**	immune response	3.55E-11	45	1.207
	inflammatory response	1.55E-09	26	−0.008
	activation of leukocytes	1.96E-07	22	0.392
**Cell Death**	cell death	4.78E-10	75	−0.671
	apoptosis	1.55E-06	54	−1.579
	cell death of immune cells	4.42E-06	21	1.015
	cell death of connective tissue cells	3.69E-05	19	−0.731
	cell death of endothelial cells	5.80E-05	8	−0.904
	neuronal cell death	5.86E-05	19	−2.707
5 **Others**	neoplasia	1.54E-11	82	2.574
	rheumatic disease	1.62E-08	49	−0.104
	arthritis	8.00E-08	46	0.203
	adhesion of connective tissue cells	6.18E-07	10	0.195
	differentiation of connective tissue cells	3.83E-06	18	−0.400
	vasculogenesis	4.90E-06	20	1.897

1 The threshold with FC>0.5 and p<0.05 was used to determine differentially expressed molecules.

2 Category of related biofunctions.

3 The probability that the association between a set of genes in the dataset and a related function is due to random association.

4 The z-score predicts the direction of change for the function. A positive z-score indicates increased function and negative z-score indicates reduced function. An absolute z-score of ≥2 is considered significant.

5 Others includes categories: Cancer, Tissue Development, Cellular Development, Cardiovascular System Development and Function, Skeletal and Muscular Disorders.

**Table 3:** Summary of statistically significant biofunctions associated with the molecules that are differently regulated in *Mmp13^−/−^* granulation tissues at day 14 compared to the corresponding WT samples (IPA Functional Analysis).^1^

*Category* 2	*Function Annotation*	*p-value* 3	*Number of Molecules*	*Regulation z-score* 4
**Cellular Movement**	migration of cells	3.13E-21	86	−1.761
	cell movement	2.95E-19	88	−1.614
	cell movement of leukocytes	3.91E-10	38	−2.275
	cell movement of endothelial cells	7.06E-08	18	0.117
	cell movement of granulocytes	7.16E-08	22	−2.949
	cell movement of smooth muscle cells	6.70E-06	11	−0.304
**Inflammatory Response**	immune response	2.55E-14	66	−0.960
	inflammatory response	3.87E-11	36	−2.078
	chemotaxis of leukocytes	5.36E-07	19	−1.939
	cell movement of neutrophils	9.11E-06	16	−2.300
	quantity of phagocytes	2.20E-05	15	−1.631
**Cell Death**	cell death	3.79E-13	113	0.080
	apoptosis	1.77E-11	90	−0.075
	cell death of blood cells	7.25E-06	28	1.102
	cell death of muscle cells	5.01E-05	15	−0.516
	cell death of connective tissue cells	1.72E-03	21	1.101
**Cellular Growth and Proliferation**	proliferation of cells	1.48E-11	92	−0.230
	growth of cells	1.06E-10	72	−0.705
	proliferation of connective tissue cells	8.19E-08	24	1.485
	proliferation of epithelial cells	7.14E-07	20	0.326
	proliferation of muscle cells	2.09E-05	15	−0.594
**Cardiovascular System Development and Function**	development of blood vessel	1.07E-09	36	−0.663
	angiogenesis	3.63E-09	31	−0.565
	endothelial cell development	2.06E-05	14	−1.283
	proliferation of endothelial cells	1.20E-03	10	−1.827
**Others** 5	tumorigenesis	1.53E-18	138	−0.128
	tissue development	4.63E-11	89	−0.785
	fibrosis	2.21E-10	29	1.226
	vascular disease	4.02E-10	60	−1.196
	differentiation of cells	3.03E-09	66	0.705
	rheumatic disease	6.26E-09	68	−1.800
	arthritis	3.22E-08	64	−1.732
	differentiation of connective tissue cells	5.00E-07	25	0.136
	proteolysis	2.40E-05	14	−2.125
	metabolism of protein	6.75E-05	27	−2.402
	adhesion of immune cells	5.27E-04	15	−2.557

1 The threshold with FC>0.5 and p<0.05 was used to determine differentially expressed molecules.

2 Category of related biofunctions.

3 The probability that the association between a set of genes in the dataset and a related function is due to random association.

4 The z-score predicts the direction of change for the function. A positive z-score ≥2 indicates increased function and negative z-score indicates reduced function. An absolute z-score of ≥2 is considered significant.

5 Others includes categories: Cancer, Tissue Development, Cellular Development, Connective Tissue Disorders, Cardiovascular Disease, Organismal Injury and Abnormalities and Protein Synthesis.

**Table 4:** Summary of statistically significant biofunctions associated with the molecules that are differently regulated in *Mmp13^−/−^* granulation tissues at day 21 compared to the corresponding WT samples (IPA Functional Analysis).^1^

*Category* 2	*Function Annotation*	*p-value* 3	*Number of Molecules*	*Regulation z-score* 4
**Cellular Movement**	migration of endothelial cells	1.84E-10	19	−1.063
	cell movement of tumor cell lines	2.90E-10	32	2.917
	cell movement of muscle cells	1.63E-09	15	1.541
	migration of fibroblast cell lines	4.07E-09	12	1.583
	migration of vascular smooth muscle cells	3.47E-05	7	2.088
**Cell Death**	apoptosis	1.01E-14	87	−3.191
	apoptosis of tumor cell lines	4.55E-10	44	−2.779
	cell survival	4.86E-08	42	2.21
	neuronal cell death	1.37E-05	24	−1.351
	cell death of connective tissue cells	2.35E-05	23	−2.141
	apoptosis of muscle cells	6.28E-04	10	−1.709
**Cellular Growth and Proliferation**	proliferation of cells	6.58E-15	89	2.986
	proliferation of connective tissue cells	3.06E-09	24	2.694
	proliferation of tumor cell lines	3.12E-07	33	2.611
	proliferation of endothelial cells	4.25E-07	14	−0.488
	proliferation of epithelial cells	4.41E-06	17	3.133
**Inflammatory Response**	immune response	6.01E-12	55	0.896
	inflammatory response	8.92E-09	29	1.506
	cell movement of phagocytes	2.74E-08	25	0.839
	chemotaxis of phagocytes	5.06E-06	14	2.594
	chemotaxis of monocytes	9.84E-05	7	2.886
**Cellular Development**	differentiation	8.72E-12	67	1.133
	endothelial cell development	3.27E-10	19	−0.225
	differentiation of connective tissue cells	1.88E-08	25	0.905
**Others** 5	tumorigenesis	1.27E-24	134	−0.432
	angiogenesis	5.37E-11	31	−0.753
	development of organ	1.21E-10	60	0.929
	arthritis	3.86E-09	59	−0.643
	vascularization	1.06E-08	15	1.323
	cellular homeostasis	3.65E-07	41	3.366
	lymphangiogenesis	2.54E-06	6	n.c.

1 The threshold with FC>0.5 and p<0.05 was used to determine differentially expressed molecules.

2 Category of related biofunctions.

3 The probability that the association between a set of genes in the dataset and a related function is due to random association.

4 The z-score predicts the direction of change for the function. A positive z-score indicates increased function and negative z-score indicates reduced function. An absolute z-score of ≥2 is considered significant. n.c., not calculated.

5 Others includes categories: Cancer, Cellular Function and Maintenance, Tissue Development, Connective Tissue Disorders, Organismal Development, Cardiovascular System Development and Function.

At 14 d, the differentially expressed genes were highly significantly associated with the biofunctions such as *migration of cells*, *immune response*, *cell death*, *proliferation of cells* and *fibrosis* in *Mmp13* ^−/−^ granulation tissue compared to WT (Table 3). 

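Neutrophil markers and genes of the acute phase and inflammatory response were lower as lists in *Mmp13-/-* tissue at 14 d by camera with the preset correlation (adjusted p = 3.72e-05 and 1.07e-05), and not with an estimated one (adjusted p = 0.0825 each). Of 12 measured neutrophil markers, 10 had a negative log2 difference, with a median of -0.34. *Cd177*, a surface protein of neutrophils, was at -0.75, *S100a8* at -0.58, *Ngp* at -0.46 and the receptor *Csf3r* at -0.42. Of 25 genes of the acute phase and inflammatory response, 20 were negative, with a median of -0.22, including *Lrg1* (-1.57), *Lcn2* (-1.0) and *Tnfaip6* (-0.72). None of these genes passed the adjusted limma test, with 3 neutrophil and 7 acute phase genes at an unadjusted p under 0.05. Adjusted over the list alone, *Cd177* (adjusted p = 0.00370) and 4 acute phase genes were lower.

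Among chemokines, *Ccl11*, an eosinophil attractant, had a log2 difference of -1.03 (standard error 0.31, adjusted p = 0.893), *Ppbp* of -1.10 and *Cxcl5* of -0.59. Genes of leukocyte adhesion and trafficking did not stand apart as a list (10 positive, 11 negative, adjusted p = 0.39), with *Ccr7*, a receptor of dendritic cells and lymphocytes, at -0.93 (adjusted p = 0.0113 over the list alone). Macrophage markers (12 positive, 8 negative, adjusted p = 0.46) and markers of T and NK cells (8 and 8, adjusted p = 0.437) did not stand apart either. Genes of the interferon response were negative in 24 of 26 cases (adjusted p = 4.09e-05; adjusted p = 0.521 with an estimated correlation).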

Several biofunctions associated with inflammation were significantly down-regulated in *Mmp13* ^−/−^ granulation tissues as compared to WT: *cell movement of leukocytes*, *cell movement of granulocytes*, *cell movement of neutrophils*, *inflammatory response*, and *adhesion of immune cells* (Table 3). The network of molecules involved in the biofunction *cell movement of leukocytes* in the data set (14 d) created with IPA included IL-6, MMP-9, and MMP-2 among other inflammation regulatory molecules (Figure 6A). In accordance with the marked downregulation of several MMPs in *Mmp13* ^−/−^ tissue, functional analysis predicted the biofunctions *proteolysis* and *metabolism of protein* to be significantly downregulated (regulation z-scores -2.13 and -2.40, respectively) (Table 3). 

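Besides *Mmp13*, 13 of 17 measured matrix metalloproteinases had a negative log2 difference at 14 d, with a median of -0.07. *Mmp2* alone passed the adjusted test, and *Mmp3* passed with it when adjusted over the list alone (adjusted p = 0.000952), which is not independent evidence for genes the study picked on these arrays. The list was lower by camera (adjusted p = 0.00111; adjusted p = 0.07 with an estimated correlation). Proteinase inhibitors were also lower, with 14 of 22 negative and a median of -0.14 (adjusted p = 0.000988; adjusted p = 0.0825 with an estimated correlation). *Serpina3n* was at -1.89 (standard error 0.45) and *Timp1*, an inhibitor of metalloproteinases, at -0.50. None of the inhibitors passed the adjusted limma test, 8 were lower at an unadjusted p under 0.05 and both of these genes were lower when adjusted over the list alone (adjusted p = 0.00998 and 0.0148). Of 21 ADAM and ADAMTS proteinases, 10 were positive and 11 negative (adjusted p = 0.276), with *Adamts15* at -0.48, *Adamts5* at -0.31 and *Adamts4* at 0.40.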

The network of molecules involved in the biofunction *metabolism of protein* in the data set (14 d) also included IL-6, as well as MMP-9, and MMP-2, and MMP-3 (Figure 6B). In general, the functional analysis of differentially regulated genes at 14 d time point suggests that inflammation is clearly downregulated in *Mmp13^−/−^* granulation tissue although tissue ingrowth is not significantly delayed at this time point.

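In all, 13 of the 30 gene lists were lower in *Mmp13-/-* tissue at 14 d by camera and none was higher. Fibroblast markers alone kept that call with an estimated correlation. Vessel cell markers were among the lower lists. Endothelial markers were negative in 19 of 20 cases, with a median of -0.36 (adjusted p = 8.79e-05; adjusted p = 0.521 with an estimated correlation), *Cd34* at -0.81, *Plvap* at -0.65 and *Emcn*, endomucin, at -0.66. By CD34 staining, the paper found a higher density of microvessels in *Mmp13-/-* tissue at 14 d. RNA of the whole sample and vessel density in a defined area are different measures, and their relation was not tested. All 7 pericyte markers were negative (adjusted p = 0.0233; adjusted p = 0.521 with an estimated correlation), as were 13 of 16 basement membrane genes (adjusted p = 0.000313; adjusted p = 0.129 with an estimated correlation). No endothelial or pericyte marker passed the adjusted limma test, with 3 endothelial markers and no pericyte marker at an unadjusted p under 0.05. Markers of myofibroblasts and smooth muscle did not stand apart (5 positive, 9 negative, adjusted p = 0.467). From its functional analysis of the genes regulated at 14 d, the paper proposes that inflammation is lower in *Mmp13-/-* tissue at that day.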

**Figure 6:**
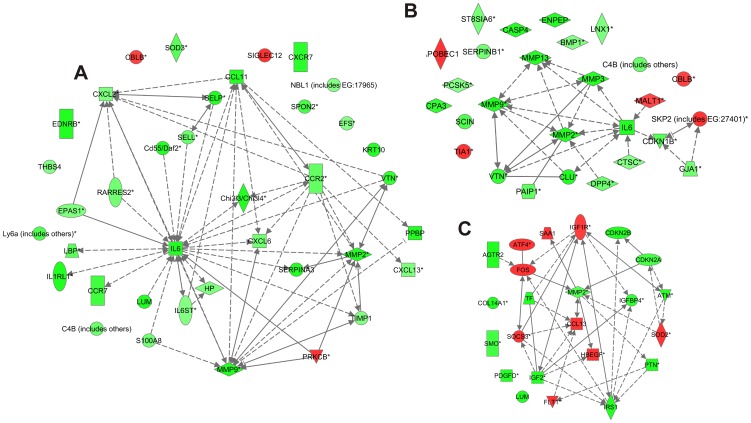
Molecular interactions involved in biological functions cell movement of leukocytes and metabolism of protein at 14 d time point, and proliferation of connective tissue cells at 21 d. The diagrams show the differentially regulated genes involved in biological functions and the molecular interactions based on the literature in Ingenuity Knowledge Base. The expression ratios in the MMP-13 knockout (*Mmp13^−/−^*) granulation tissues compared to WT are visualized as heatmaps. Red color indicates upregulation and green color indicates downregulation in *Mmp13^−/−^* mouse granulation tissues. The intensity of the color implies the magnitude of the FC. The arrows and lines indicate direct (solid line) and indirect (dashed line) functional and physical interactions. The arrows show the direction of regulation. (A) Functional analysis of differentially expressed genes (FC>0.5, *P*<0.05) in *Mmp13^−/−^* granulation tissue compared to WT (14 d) revealed enrichment in the biological function *cell movement of leukocytes* (*P*<3.91E-10), which was predicted to be downregulated in *Mmp13^−/−^* mice (regulation z-score -2.28). (B) Functional analysis was performed as in (A). Enrichment of differentially expressed genes was found in the biological function *metabolism of protein* (*P*<6.75E-05) in *Mmp13^−/−^* granulation tissues, and the function was predicted to be downregulated (regulation z-score -2.40). (C) Functional analysis was performed as in (A). Enrichment of differentially expressed genes was found in the biological function *proliferation of connective tissue cells* at 21 d and the function was predicted to be upregulated in *Mmp13^−/−^* granulation tissue compared to WT (regulation z-score 2.69).

Functional analysis of the differentially expressed genes (FC>0.5, *P*-value<0.05) in *Mmp13* ^−/−^ and WT granulation tissue at 21 d, again associated most significantly with the biological functional categories *cellular movement*, *cell death*, *cellular growth and proliferation*, *inflammatory response* and *cellular development* (Table 4). Particularly *apoptosis* and *cell death of connective tissue cells*, were predicted to be significantly downregulated in *Mmp13* ^−/−^ tissue compared to WT (regulation z-score -3.19 and -2.14). 

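Genes of apoptosis went both ways in *Mmp13-/-* tissue at 21 d. Of 29 measured, 15 had a positive and 14 a negative log2 difference, with a median of 0.02. *Tnfsf10*, a death receptor ligand, was at -0.56 (standard error 0.17, adjusted p = 0.183 from limma). *Birc3* and *Xiap*, inhibitors of apoptosis, were at 0.27 and 0.22, and *Cycs*, cytochrome c, at 0.29. None passed the adjusted test, with 2 genes higher and 1 lower at an unadjusted p under 0.05. The list did not stand apart by camera (adjusted p = 0.604).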

In accordance, functions *cell survival* and *proliferation* of different cell types (except endothelial cells), and *cellular homeostasis* were predicted to be significantly upregulated (regulation z-score 2.17 to 3.37). 

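Of 31 measured cell cycle genes, 19 had a positive and 12 a negative log2 difference at 21 d, with a median of 0.06. *Ttk*, a kinase of the spindle checkpoint, was at 0.44 (standard error 0.20) and *Bub1* at 0.27. None passed the adjusted limma test, and 1 had an unadjusted p under 0.05. The list did not stand apart by camera (adjusted p = 0.233). Of 25 genes of TGF-beta signalling, 10 were positive and 15 negative (adjusted p = 0.182), with the inhibitory *Smad6* at -0.62 and *Eng* lower when adjusted over the list alone (adjusted p = 0.0122 and 0.00424). *Iqgap3*, a scaffold protein of proliferating cells, was higher, with a log2 difference of 0.53 (standard error 0.09, adjusted p = 0.0328 from limma), a call lost in 9 of 18 other settings.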

The molecular network of the genes associated with biofunction *proliferation of connective tissue cells* is presented in Figure 6C. Interestingly, at 21 d biofunctions associated with inflammation, *i.e. chemotaxis of phagocytes* and *chemotaxis of monocytes* were predicted to be upregulated (*P*<5.06E-06, regulation z-score 2.59) in *Mmp13^−/−^* tissue. 

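Genes of the acute phase and inflammatory response were higher as a list in *Mmp13-/-* tissue at 21 d by camera with the preset correlation (adjusted p = 0.0077), and not with an estimated one (adjusted p = 0.694). Of 25 measured, 18 had a positive log2 difference, with a median of 0.19. *Ptgs2*, cyclooxygenase 2, was at 1.49, the serum amyloid gene *Saa3* at 0.98, *Hp*, haptoglobin, at 0.81 and *Tnfaip3* at 0.45. Over all probe sets none of them passed the adjusted limma test, 7 had an unadjusted p under 0.05, and these 4 were higher when adjusted over the list alone (adjusted p = 0.0152, 0.00922, 0.0314 and 0.00922). *Marco*, a scavenger receptor of macrophages, was at 7.70 ± 0.59 in *Mmp13-/-* and 6.33 ± 0.76 in WT tissue (log2 signal, SD, n = 4 each), a log2 difference of 1.37 (standard error 0.40, adjusted p = 0.175, exact permutation p = 0.0571, two-sided). Macrophage markers as a list did not stand apart (7 positive, 13 negative, adjusted p = 0.984), nor did neutrophil markers (6 and 6, adjusted p = 0.984) or genes of leukocyte adhesion and trafficking (14 and 7, adjusted p = 0.217). The chemokines *Cxcl2* (0.67) and the antagonist *Il1rn* (0.37) were positive without passing the adjusted test.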

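Among the 22 probe sets called between *Mmp13-/-* and WT tissue at 21 d, those with the largest falls besides *Mmp13* and *Casp4* were of *Atm*, a kinase of the DNA damage response, *Slc40a1*, the iron exporter ferroportin, and *Nnmt*, a methyltransferase of fibroblasts and other cells. Their log2 differences were -2.43 (standard error 0.33, adjusted p = 0.00503 from limma), -1.57 (standard error 0.21, adjusted p = 0.00503) and -1.25 (standard error 0.23, adjusted p = 0.0489). The called probe sets of *Atm* and *Slc40a1* are not the brightest of these genes, whose log2 differences were -0.025 for *Atm* (adjusted p = 0.955) and -1.52 for *Slc40a1* (adjusted p = 0.0629). *Nnmt* was at 7.29 ± 0.17 in *Mmp13-/-* and 8.54 ± 0.13 in WT tissue (log2 signal, SD, n = 4 each), and its call was lost in 10 of 18 other settings. Fibroblast markers were negative in 10 of 13 cases (camera adjusted p = 0.051). Genes of the interferon response were negative in 22 of 26 cases (adjusted p = 0.0077; adjusted p = 0.774 with an estimated correlation).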

In summary, the functional analysis of differentially regulated genes at 21 d suggests that fibroblast viability and proliferation, as well as inflammation are still active in *Mmp13* ^−/−^ granulation tissue characterized by significantly delayed tissue ingrowth at this time point, whereas in WT, cell apoptosis involved in tissue maturation is increased.

### Comparison of temporal gene expression profiles in WT granulation tissue

To further elucidate the biological processes that are differentially regulated during VCS-induced granulation tissue growth in WT mice, IPA functional analysis was performed on genes showing significant differential expression (FC>1, *P*<0.05) between two consecutive time points. 

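For the time course in WT tissue, 14 d was compared with 7 d (4 arrays against 3) and 21 d with 14 d (4 arrays against 4) within the same limma model. All arrays of 7 d are of hybridization series 1, all of 21 d are of series 2, and those of 14 d are of both. A fitted log2 change between days therefore differs from the difference between the means by the estimated effect of the series. At 14 d, where both series hold arrays, the log2 ratio of the 3' to the 5' *Gapdh* control was 0.83 ± 0.10 in series 2 (SD, n = 2) and 0.33 ± 0.10 in series 1 (SD, n = 6; exact permutation test, p = 0.0357, two-sided). Between series, 5985 probe sets were called, 2955 higher and 3030 lower in series 2.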

Comparison of granulation tissue at time points 14 d and 7 d revealed altogether 3794 significantly differently expressed genes. Of these, 252 genes displayed FC>1 (upregulated or downregulated expression at 14 vs. 7 d). 

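The collagen-binding proteoglycan *Fmod* and *Igfbp2* were among the genes with the largest rises from 7 d to 14 d in WT tissue. *Fmod* rose by a log2 of 4.55 (adjusted p = 0.000259 from limma), the granzymes *Gzmd* and *Gzmg* by 4.86 (adjusted p = 0.00237) and 4.30 (adjusted p = 0.00837), and the carboxypeptidase-like *Cpxm2* by 4.02 (adjusted p = 1.92e-07). The carbonic anhydrase *Car4* had the largest fall, with a log2 change of -2.74 (adjusted p = 1.12e-05). In all, 767 probe sets of 560 genes passed the adjusted test, 510 higher and 257 lower at 14 d. At an unadjusted p under 0.05 there were 4534, 2415 higher and 2119 lower. Fitted on the WT arrays of the 2 days only, 285 passed the adjusted test.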

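With an absolute log2 change over 1 and an unadjusted p under 0.05, 451 probe sets of 309 genes changed from 7 d to 14 d, 325 of them higher and 126 lower at 14 d. Cell cycle genes were positive in 28 of 31 cases, with *Top2a* at 0.51 and *Cdk1* at 0.42. The list was called by camera (adjusted p = 6.9e-07; adjusted p = 0.23 with an estimated correlation), while none of its genes passed the adjusted limma test and 8 had an unadjusted p under 0.05. Genes of apoptosis were negative in 23 of 29 cases (adjusted p = 0.0045; adjusted p = 0.134 with an estimated correlation).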

Correspondingly, comparison of time point 21 d to 14 d in WT mice revealed 2745 differently expressed genes including 252 genes with FC>1.

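From 14 d to 21 d in WT tissue, *Scg2*, a secretogranin of neuroendocrine cells, rose by a log2 of 4.49 (standard error 0.68, adjusted p = 0.0191 from limma) and *Reln*, reelin, by 3.24 (standard error 0.55, adjusted p = 0.0227). Both calls were lost without WT 14 d replicate 4 (adjusted p = 0.0866 and 0.0538). The chemokine *Cxcl10* had the largest fall, with a log2 change of -3.18 (standard error 0.59, adjusted p = 0.0278), followed by *Acod1*, an enzyme of activated macrophages, at -2.23 (adjusted p = 0.0261). In all, 189 probe sets of 159 genes passed the adjusted test, 82 higher and 107 lower at 21 d, and 6370 had an unadjusted p under 0.05, 3426 higher and 2944 lower. With an absolute log2 change over 1 as well, there were 350 of 267 genes, 105 higher and 245 lower. Of the 189, 17.5% had the sign of the difference between *Mmp13-/-* 14 d replicate 4 and replicates 1 to 3. The fit subtracts a series effect estimated in part from these arrays, so a low share is built into it and the calls lean on that estimate. The adjusted count was 4657 without the hybridization term. With only the WT arrays of the 2 days fitted by limma it was 0, with 3696 at an unadjusted p under 0.05, but that difference between days rests on 1 array of 14 d. Without single arrays it ran from 44 (without WT 14 d replicate 4) to 671 (without WT 21 d replicate 4), with 64, 66, 85 and 119 without WT 14 d replicates 2, 1 and 3 and WT 21 d replicate 2.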

Functional analysis of gene expression at 14 d and 7 d identified differentially expressed genes associated with the biofunction categories *cellular movement*, *cellular growth and proliferation* and *cell death* in highly significant manner (Table S2). 

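Genes of the interferon response were lower as a list at 14 d than at 7 d in WT tissue by camera with the preset correlation (adjusted p = 2.11e-16), and not with an estimated one (adjusted p = 0.134). All 26 measured had a negative log2 change, with a median of -0.67, and 6 passed the adjusted limma test (21 lower when adjusted over the list alone). *Rsad2*, an antiviral protein, was at -1.25 (adjusted p = 0.0129), *Stat2* at -0.89 and *Ifi35* at -0.73. Among chemokines and cytokines, 33 of 41 were negative, 4 fell and 1 rose by the adjusted test (13 lower and 3 higher when adjusted over the list alone). *Il6* was at -2.16 (standard error 0.39, adjusted p = 0.00544), *Cxcl1*, a neutrophil attractant, at -1.51 (adjusted p = 0.000623), *Ccl4* at -1.0 (adjusted p = 0.0192), and *Cxcl12*, a stromal chemokine, rose by 1.18 (adjusted p = 0.00421). The list had an adjusted p of 3.69e-06 (adjusted p = 0.134 with an estimated correlation). Genes of the acute phase and inflammatory response were negative in 20 of 25 cases (adjusted p = 0.000262; adjusted p = 0.134 with an estimated correlation), and none passed the adjusted limma test, with 9 at an unadjusted p under 0.05. *Ptgs2* was at -1.56 (adjusted p = 0.106) and *Il1b* at -1.02 (adjusted p = 0.230). Neutrophil markers did not stand apart (5 positive, 7 negative, adjusted p = 0.402).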

Most notably, biofunctions related to inflammation (*inflammatory response*, and *migration of phagocytes*) showed significant down-regulation based on regulation z-score. 

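Most genes of the matrix, vessel and contractile cell lists had positive log2 changes from 7 d to 14 d in WT tissue, and a part of them passed the adjusted test. Of 41 measured collagens and matrix proteins, 34 had a positive log2 change, and 10 rose and none fell by the adjusted limma test (21 higher and 1 lower when adjusted over the list alone). *Mfap4*, a microfibril-associated protein, rose by 2.17. Of 20 endothelial cell markers, 18 were positive with a median of 1.10 and 7 rose (17 higher and 1 lower adjusted over the list alone), including *Sox18* (1.78, adjusted p = 0.00756) and *Sox17* (1.71, adjusted p = 0.00976). All 7 pericyte markers were positive, and 2 rose, among them *Notch3* (1.37, adjusted p = 0.0166). Of 14 markers of myofibroblasts and smooth muscle, 13 were positive and 4 rose, including *Myl9* (1.98, adjusted p = 0.00107), *Mylk* (1.77) and *Acta2* (1.14, adjusted p = 0.0371). These 4 lists were called by camera, with adjusted p of 1.26e-15, 2.06e-14, 3.88e-07 and 9e-09, and lost the call with an estimated correlation, with adjusted p of 0.0713, 0.134, 0.118 and 0.118. The mean log2 signal of the endothelial and pericyte lists was lowest on WT 7 d replicate 1 (5.43 and 5.59).

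Angiogenic factors and receptors were positive in 26 of 36 cases, with 5 that rose, such as *Flt1* (0.76, adjusted p = 0.0181) and *Thbs2* (0.92), and 10 higher and 2 lower when adjusted over the list alone (camera adjusted p = 2.81e-05; adjusted p = 0.0651 with an estimated correlation). Basement membrane genes were positive in 13 of 16 cases and 3 rose (5 adjusted over the list alone; camera adjusted p = 1.26e-05; adjusted p = 0.108 with an estimated correlation). Genes of TGF-beta signalling were positive in 15 of 25 cases and 2 rose, *Tgfb3* by 1.47 and *Inhba* by 0.73 (7 adjusted over the list alone; camera adjusted p = 0.00257; adjusted p = 0.169 with an estimated correlation). Fibroblast markers did not stand apart (6 positive, 7 negative, adjusted p = 0.779).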

The molecular network of differentially expressed genes with highest score (49) included genes for basement membrane molecules *Col4a1* and *Col4a2*, angiogenesis associated *Col8a1* and *Col8a2, Mmp9, Tgfb, Pdgfrb*, myofibroblast associated *Actg2* (γ-SMA) and *Tagln* (Transgelin, Sm22), as well as less abundant fibrillar collagen *Col11a1*, FACIT-collagen *Col12a1* and transmembranous collagen *Col23a1*, which is typically expressed in the epidermis and binds α2β1 integrin [50] (Figure S1A). Based on microarray study, these molecules are upregulated during granulation tissue growth at 14 d compared to 7d. 

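The basement membrane chains *Col4a1* and *Col4a2* rose from 7 d to 14 d by a log2 of 1.81 (standard error 0.33, adjusted p = 0.00589 from limma) and 1.93 (standard error 0.36, adjusted p = 0.00607). *Col8a2* rose by 1.97 (standard error 0.28, adjusted p = 0.000793), while *Col8a1* had a log2 change of 1.51 (standard error 0.39, adjusted p = 0.0542) and was called in 5 other settings. *Pdgfrb* rose by 1.57 (adjusted p = 0.0113), or by 1.14 without WT 7 d replicate 1 (adjusted p = 0.0639), and *Tagln*, a protein of smooth muscle, by 1.83 (adjusted p = 0.00291). *Actg2* had a log2 change of 1.10 (standard error 0.40, adjusted p = 0.247) and *Tgfb1* of 0.31 (standard error 0.12, adjusted p = 0.317). The less abundant collagens *Col11a1* (2.81, adjusted p = 0.00842), *Col12a1* (1.79, standard error 0.16, adjusted p = 3.15e-06) and *Col23a1* (1.10, adjusted p = 0.0341) rose. The call for *Col12a1* was lost in none of the settings run. Calls were lost in 2 settings each for *Tagln* and *Col4a1*, in 3 each for *Col4a2* and *Col11a1*, in 4 for *Pdgfrb* and in 8 for *Col23a1*. With replicate numbers as a block, *Tagln*, *Col4a1*, *Col4a2*, *Col11a1*, *Pdgfrb* and *Col23a1* lost the call.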

The molecular network with the second highest score (42) included upregulated genes *Mmp13, Mmp3* and also *Mmp11*, *Igfbp*2, *-3* and *-4, Eln* (elastin), *Fbn2* (fibrillin 2), *Fbln1* (fibulin 1) and *Nid2* (nidogen 2). 

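*Mmp11*, stromelysin 3, rose from 7 d to 14 d in WT tissue by a log2 of 1.73 (standard error 0.28, adjusted p = 0.0022 from limma). *Igfbp2*, a carrier of insulin-like growth factors, rose by 3.97 (standard error 0.30, adjusted p = 6.05e-07), from a log2 signal of 3.97 ± 0.42 (SD, n = 3) to 8.05 ± 0.48 (SD, n = 4). *Igfbp3* rose by 1.95 (adjusted p = 0.00824) and *Igfbp4* by 1.39 (adjusted p = 0.0200). Of genes of elastic fibres and basement membranes that the paper names beside *Mmp11*, *Eln* rose by 1.70 (adjusted p = 0.000464) and *Fbn2* by 1.67 (adjusted p = 0.00192). *Fbln1* rose by 1.24 (adjusted p = 0.000302) and *Nid2* by 1.78 (adjusted p = 0.0172). The call for *Igfbp4* was lost in 7 other settings, with a log2 change of 0.88 without WT 7 d replicate 1 (adjusted p = 0.0762). Calls were lost in 4 settings for *Nid2*, in 3 for *Igfbp3* and in 1 each for *Mmp11* and *Fbn2*. Those for *Igfbp2*, *Eln* and *Fbln1* were lost in none of those run.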

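The log2 signal of *Marco* in WT tissue was 4.61 ± 0.56 at 7 d (SD, n = 3) and 6.11 ± 0.93 at 14 d (SD, n = 4), a fitted log2 change of 1.36 (standard error 0.45, adjusted p = 0.174 from limma, exact permutation p = 0.0571, two-sided). The dim probe set of *Hba-a1* had a log2 change of -0.11 (standard error 0.09, adjusted p = 0.883), and the 3 brighter ones that it shares with *Hba-a2* had changes of 1.22, 1.38 and 1.29 (unadjusted p = 0.00414, 0.00331 and 0.0122, smallest adjusted p = 0.112). Of 20 macrophage markers, 13 had a positive and 7 a negative change, 1 passed the adjusted test, the receptor *Mertk* with a rise of 0.57 (adjusted p = 0.038), and 3 were higher and 1 lower when adjusted over the list alone. The list did not stand apart by camera (adjusted p = 0.0937), nor did 8 genes of erythroid cells (4 positive, 4 negative, adjusted p = 0.621).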

The upregulation of macrophage MARCO receptor and hemoglobin α-chains may reflect macrophage influx into granulation tissue between 7 d and 14 d [43].

Comparison of the gene expression at 21 d to the gene expression at 14 d, the functional analysis identified the biofunctions involved in categories *inflammatory response*, *cellular growth and proliferation*, *cellular movement* and *cell death* as most significantly associated with the differentially expressed genes (Table S3). The biofunctions *inflammation*, *cell movement of monocytes* and *chemotaxis of neutrophils* appeared significantly downregulated at 21 d compared to 14 d. Also, while *contraction of muscle cells* was predicted to be upregulated at 21 d, the *differentiation of muscle cells* appeared significantly downregulated. 

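Most genes of the inflammatory lists had negative log2 changes in WT tissue from 14 d to 21 d, and few of them passed the adjusted test. Of 25 genes of the acute phase and inflammatory response, 24 had a negative log2 change, with a median of -0.63, and 4 fell by the adjusted limma test (12 lower when adjusted over the list alone). They were *Saa3* (-1.71, adjusted p = 0.0261), *Nfkbia* (-0.80), *Tnfaip3* (-0.69) and *Tnfaip6* (-1.41). Of 41 chemokines and cytokines, 34 were negative, with a median of -0.42, and 3 fell, *Cxcl10*, *Cxcl2* (-1.85, adjusted p = 0.0432) and *Cxcl1* (-1.15, adjusted p = 0.0497). All 26 genes of the interferon response were negative, with a median of -0.94, and 3 fell, *Rsad2* (-1.70), *Usp18* (-1.53) and *Mx1* (-1.97), with 23 lower when adjusted over the list alone. Genes of leukocyte adhesion and trafficking were negative in 14 of 21 cases, and 2 fell, the integrin *Itgb7* (-1.0, adjusted p = 0.0191) and the formyl peptide receptor *Fpr2* (-2.00, adjusted p = 0.0266). By camera, these 4 lists had adjusted p of 4.23e-09, 9e-08, 9.38e-19 and 0.0121, and adjusted p of 0.0906, 0.194, 0.228 and 0.341 with an estimated correlation.

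Genes of apoptosis were negative in 19 of 29 cases (adjusted p = 0.00649; adjusted p = 0.228 with an estimated correlation) and cell cycle genes in 24 of 31 (adjusted p = 0.0183; adjusted p = 0.714 with an estimated correlation), with none of either passing the adjusted limma test and 8 and 4 at an unadjusted p under 0.05. Markers of macrophages (13 positive, 7 negative, adjusted p = 0.392) and neutrophils (4 and 8, adjusted p = 0.203) did not stand apart. Without WT 14 d replicate 4 the calls for *Cxcl10* (adjusted p = 0.0538), *Fpr2* (adjusted p = 0.0513), *Mx1* (adjusted p = 0.0548) and *Cxcl2* (adjusted p = 0.1885) were lost. Those for *Cxcl2* and *Mx1* were also lost without any 1 of WT 14 d replicates 1, 2 or 3 or WT 21 d replicates 2 or 3.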

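Smooth muscle genes had mostly positive log2 changes from 14 d to 21 d in WT tissue. *Actg2*, a smooth muscle actin, was at 1.29 (standard error 0.47, adjusted p = 0.216 from limma), *Mylk*, myosin light chain kinase, at 0.96, *Myl9* at 0.83 and *Tagln* at 0.45. Of 14 markers of myofibroblasts and smooth muscle, 9 were positive and 5 negative, and none passed the adjusted test, with 3 higher at an unadjusted p under 0.05. The list did not stand apart by camera (adjusted p = 0.315). All 14 skeletal muscle markers were negative, with a median of -1.29, such as *Myl1* (-1.51, standard error 1.19) and *Actn3* (-1.40, standard error 1.04). None passed the adjusted limma test and none had an unadjusted p under 0.05 (camera adjusted p = 0.0602).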

The most significant molecular networks of the genes differentially expressed at 21 d as compared to 14 d are presented in Figure S2.

### Downregulation of *Mmp2*, *Mmp9*, and *Mmp3* expression in granulation tissue in *Mmp13^−/−^* mice

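In WT tissue *Mmp2*, *Mmp3* and *Mmp9* rose from 7 d to 14 d, *Mmp2* by a log2 of 0.57 (standard error 0.14, adjusted p = 0.0399 from limma), *Mmp3* by 2.62 (standard error 0.35, adjusted p = 0.000446) and *Mmp9* by 1.90 (standard error 0.46, adjusted p = 0.0357). The log2 signal of *Mmp3* was 8.05 ± 0.96 at 7 d (SD, n = 3), and that of *Mmp9* 7.08 ± 0.30. The rise of *Mmp3* was called in every setting run, whereas that of *Mmp2* was lost in 11 settings, including each one without a single array, and that of *Mmp9* in 9. Within hybridization series 1 (3 arrays of each day), the rises were 0.56 for *Mmp2* (adjusted p = 0.0163), 2.61 for *Mmp3* (adjusted p = 0.00703) and 1.88 for *Mmp9* (adjusted p = 0.0438). In *Mmp13-/-* tissue the changes from 7 d to 14 d were -0.37 (adjusted p = 0.448), 0.33 (adjusted p = 1) and 0.58 (adjusted p = 1). From 14 d to 21 d they were 0.13 (adjusted p = 0.772), -0.17 (adjusted p = 0.898) and -0.49 (adjusted p = 0.728) in WT tissue, and 0.65 (adjusted p = 0.116), 0.93 (adjusted p = 0.337) and 0.06 (adjusted p = 0.977) in *Mmp13-/-* tissue. In WT tissue 13 of 17 metalloproteinases other than *Mmp13* had a positive change from 7 d to 14 d and 4 rose (camera adjusted p = 0.000397; adjusted p = 0.0651 with an estimated correlation). From 14 d to 21 d the list did not stand apart (10 positive, 7 negative, adjusted p = 0.499).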

A specific temporal expression pattern for several MMPs was observed in WT and *Mmp13* ^−/−^ granulation tissue (Figure 7A). Interestingly, the expression of *Mmp13* in WT mouse granulation tissues was abundant already at 7 d and further upregulation was noted at 14 d and 21 d (Figure 7A). 

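The fitted log2 change of *Mmp13* in WT tissue was 1.00 from 7 d to 14 d (standard error 0.29, adjusted p = 0.108 from limma), and every array of 14 d was above every array of 7 d (exact permutation test, p = 0.0286, two-sided, the smallest p that 4 arrays against 3 allow). From 14 d to 21 d the change was -0.65 (standard error 0.35, adjusted p = 0.422). The WT arrays ranged from 11.58 to 11.87 at 14 d and from 10.55 to 12.02 at 21 d. With replicate numbers as a block the first change was called (adjusted p = 0.0456).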

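The genotype difference of *Mmp2* at 21 d was -0.40 on the log2 scale (standard error 0.13, adjusted p = 0.209 from limma), with 9.94 ± 0.33 in *Mmp13-/-* and 10.34 ± 0.07 in WT tissue (SD, n = 4 each; exact permutation test, p = 0.0857, two-sided). *Mmp3* was at -0.43 (standard error 0.32, adjusted p = 0.622) and *Mmp9* at -0.47 (standard error 0.41, adjusted p = 0.693). At 7 d the differences were 0.03 for *Mmp2*, 0.77 for *Mmp3* (standard error 0.37) and 0.31 for *Mmp9* (standard error 0.47). The change of the genotype difference from 7 d to 14 d, tested as an interaction, was -0.95 for *Mmp2* (standard error 0.19, unadjusted p = 8.77e-05, adjusted p = 0.790), -2.29 for *Mmp3* (adjusted p = 0.830) and -1.32 for *Mmp9* (adjusted p = 1). From 14 d to 21 d it was 0.52 for *Mmp2* (adjusted p = 0.617), 1.10 for *Mmp3* (adjusted p = 0.682) and 0.55 for *Mmp9* (adjusted p = 0.915). By limma no probe set passed the adjusted test of either interaction, with 1032 and 2965 at an unadjusted p under 0.05.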

The most notable differences were observed in the expression of *Mmp2*, *Mmp3*, and *Mmp9* mRNAs, which were reduced in *Mmp13* ^−/−^ granulation tissues at 14 d and 21 d time points (Figure 7A). Due to association of these MMPs with angiogenesis, wound contraction and inflammation [3], [4], [51], their expression was further analyzed with real time qRT-PCR. In accordance with the microarray data, the expression of *Mmp2*, *Mmp3*, and *Mmp9* mRNAs were significantly increased in WT mice during the second week of granulation tissue growth (Figure 7B). In contrast, the expression of *Mmp2*, *Mmp3*, and *Mmp9* mRNAs was not markedly altered in *Mmp13* ^−/−^ samples at 14 d compared to 7 d and the expression levels were significantly lower in *Mmp13* ^−/−^ than in WT mouse tissue at 14 d. While the expression of *Mmp2*, *Mmp3*, and *Mmp9* remained at the same level at 21 d time point in WT mice, the expression of *Mmp2* was significantly increased in *Mmp13^−/−^* tissues approaching the levels in WT (Figure 7B). The expression of *Mmp3* and *Mmp9* was not significantly altered in *Mmp13* ^−/−^ mice at 21 d and remained significantly lower than in WT mice (Figure 7B).

**Figure 7:**
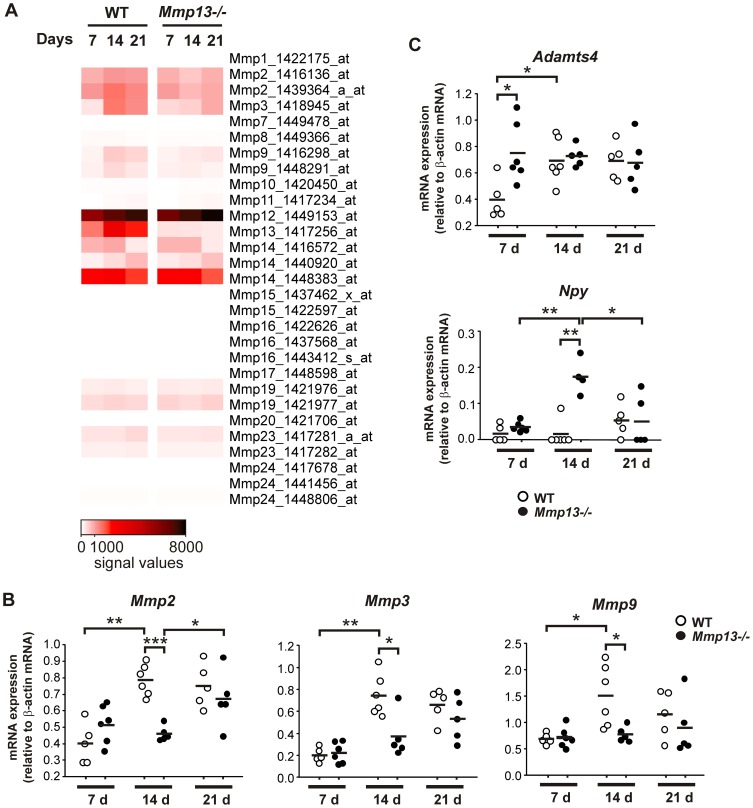
The expression of *Mmp2, Mmp3, Mmp9, Adamts4, and Npy* mRNA in *Mmp13^−/−^* and WT mouse granulation tissue. (**A**) Microarray data of MMP-13 knockout (*Mmp13^−/−^*) and wild type (WT) mouse granulation tissue at 7, 14 and 21 d were analyzed for MMP gene expression, and the signal intensities are illustrated as a heatmap. (**B,C**) Total RNA harvested from WT and *Mmp13^−/−^* granulation tissues at the indicated time points was analyzed for *Mmp2, Mmp3, Mmp9, Adamts4, and Npy* mRNA levels by real-time qRT-PCR. A dot represents a mean of triplicate analysis of a sample with SD≤2% of the mean and the black horizontal bar represents the mean of the experimental replicates. The amplification result of a given mRNA was normalized for β-actin mRNA level in each sample. (*P<0.05, **P<0.001, ***P<0.0001, independent samples T-test, n = 4–6).

### Reduced collagen gel contraction and MMP-2 production by *Mmp13^−/−^* mouse skin fibroblasts

Contraction of mechanically unloaded 3D collagen gel by fibroblasts reflects their motile activity related to cell adhesion [36]. To address the motile activity of *Mmp13^−/−^* MSF, fibroblasts were seeded in 3D collagenous matrix, and their morphological appearance and collagen contraction capacity were examined. Comparison of WT and *Mmp13^−/−^* MSF cultured in 3D collagen revealed marked differences in cellular morphology. After culturing the fibroblasts for 24 h in relatively low cell density and in low serum, WT MSF formed numerous dendritic cell extensions, whereas in *Mmp13* ^−/−^ MSF the cell extensions were fewer (Figure 8A). Incubation of WT fibroblasts with TGF-β or 10% FCS resulted in stellate morphology characterized by numerous thick cell extensions extending to surrounding ECM and to adjacent cells. In contrast, few cell extensions were noted in *Mmp13* ^−/−^ fibroblasts cultured in the presence of TGF-β or 10% FCS (Figure 8A). In accordance with the altered morphology suggesting reduced cellular contacts, the contraction of collagen gel by *Mmp13^−/−^* MSF was reduced by 60% (*P*<0.005), as compared to WT MSF (Figure 8B).

**Figure 8:**
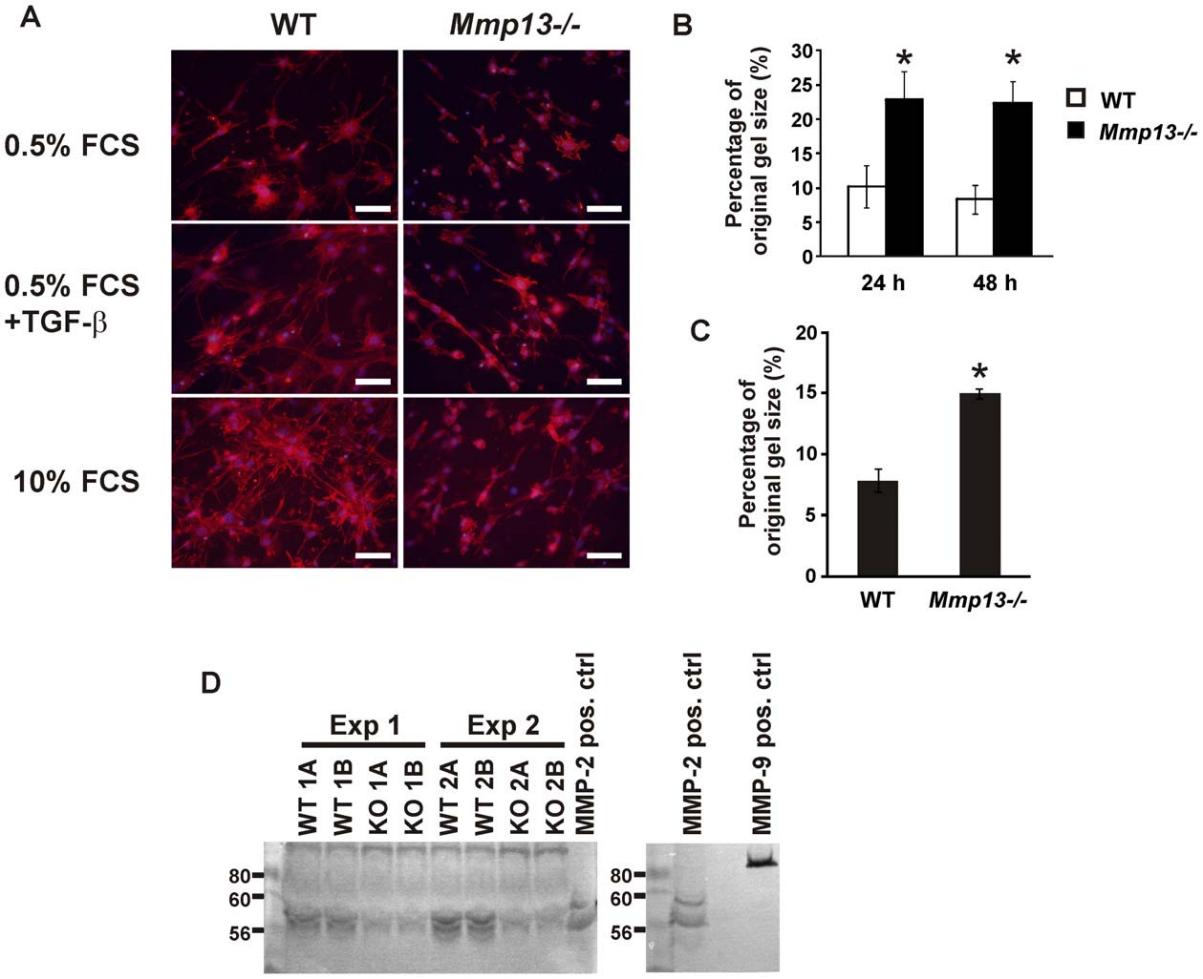
Reduced collagen gel contraction by *Mmp13^−/−^* mouse skin fibroblasts. (**A**) Skin fibroblasts (MSF) established from wild type (WT) and MMP-13 knockout (*Mmp13^−/−^*) mice were cultured in mechanically unloaded (floating) 3D collagen gel at density 2×10^5^/ml for 24 h in the presence of 0.5% FCS, 10% FCS or 0.5% FCS+TGF-β (5 ng/ml), as indicated. The cells were fixed, stained with fluorescently labeled phalloidin and Hoechst, and photographed with 20× magnification to observe morphological appearance. In contrast to *Mmp13^−/−^* MSF, WT fibroblasts displayed stellate morphology with numerous thick cell extensions in response to TGF-β or 10% FCS (Scale bar = 10 µm). (**B**) WT and *Mmp13^−/−^* MSF were cultured in mechanically unloaded 3D collagen gel at density 5×10^5^/ml for 24 and 48 h in the presence of 10% FCS. Contraction of collagen gels was measured from digital images of the gels and is shown as relative to the original gel size. (*P<0.005 compared to control, Independent samples T-test, n = 4) (**C**) WT and *Mmp13^−/−^* MSF were cultured in attached 3D collagen gel at density 5×10^5^/ml for 72 h in the presence of 10% FCS. Subsequently the gels were detached from the well walls and contraction was quantified after 24 h. (*P<0.005 compared to control. Independent samples T-test, n = 3). (**D**) MSF were cultured for 72 h in 3D collagen gel in the presence 10% FCS. Equal aliquots of conditioned media were analyzed in gelatinase zymography.

It has been postulated that restrained collagen gels represent a better model for wound granulation tissue than floating gels, and that the contraction that follows tension dissipation in collagen gel, reflects the mechanical force generated by contraction of fibroblasts [36]. In this respect, WT and *Mmp13* ^−/−^ MSF were allowed to generate mechanical tension into the restrained 3D collagen matrix, and the collagen contraction after stress-relaxation was examined. In accordance with the previous result, WT fibroblasts contracted collagen gel about twice as efficiently as *Mmp13^−/−^* MSF (Figure 8C). These results indicate reduction in motile and contractile activity of *Mmp13^−/−^* MSF, which appears to be due to altered response to serum factors and possibly to TGF-β. When MSF were cultured in a floating 3D collagen gel and in the presence of 10% FCS, WT MSF showed increased MMP-2 production compared to *Mmp13^−/−^* MSF (Figure 8D).

### Upregulation of *Adamts4* and *Npy* expression in granulation tissue of *Mmp13^−/−^* mice

Microarray analysis revealed marked upregulation of *Adamts4* and *Npy* in *Mmp13^−/−^* granulation tissue at 7 d and 14 d time points, respectively (Figure 4A). As these two genes have been linked to angiogenesis [40]–[42], [51], their expression in granulation tissue was verified by qRT-PCR. The level of *Adamts4* mRNA was significantly upregulated in *Mmp13^−/−^* granulation tissue compared to WT mice at 7 d (Figure 7C). However, at 14 d and 21 d the expression of *Adamts4* mRNA increased in WT tissue and no marked difference between WT and *Mmp13^−/−^* mice was detected (Figure 7C).

The expression level of *Npy* mRNA was low at 7 d in both WT and *Mmp13^−/−^* tissue (Figure 7C). However, a significant upregulation was observed at 14 d in *Mmp13^−/−^* tissue, as compared to 7 d and to WT tissue (Figure 7C). At 21 d, the expression of *Npy* was again downregulated in *Mmp13^−/−^* tissue and was similar as in WT mice. As ADAMTS-4 and NPY are both implicated in blood vessel formation [40]–[42], [51], the results are interesting with respect to the increased density of microvessels observed by IHC at 14 d in *Mmp13* ^−/−^ granulation tissue.

## Discussion

MMPs are important players at all stages in cutaneous wound repair [3], [4]. They play a role in the clearance of ECM barriers, in the release and activation of various bioactive proteins as well as in the regulation of cell-ECM interactions [3], [4]. In humans, MMP-13 is not detected in normally healing adult skin wounds, although it is expressed by fibroblasts in human fetal skin wounds characterized by rapid healing with minimal scar [23], [25]. In mouse skin wounds, which also typically tend to heal rapidly and do not develop scars comparable to humans, MMP-13 is suggested to function analogously to MMP-1 in adult human skin wound [9], [12], [21], [22]. However, the mechanistic role of mouse MMP-13 in the remodeling of wound ECM remains unclear.

In this study, we have examined the specific role of MMP-13 in granulation tissue formation by utilizing a well established experimental model of granulation tissue induction by viscose cellulose sponge (VCS) [29], [31]. This model allows precise examination of various parameters involved specifically in granulation tissue formation, such as tissue growth and angiogenesis. Using this model in MMP-13 deficient (*Mmp13^−/−^*) mouse strain, we noted that MMP-13 is essential for normal generation of granulation tissue in mice. As assessed by histological parameters, we first observed a pronounced reduction in the growth of cellular granulation tissue into VCS in *Mmp13^−/−^* mice during the third postoperative week at day 21, when *Mmp13^−/−^* mice showed less than 60% of the cellular tissue ingrowth, as compared to WT mice.

A marked alteration in the orientation of myofibroblasts in the early *Mmp13* ^−/−^ granulation tissue was also noted at day 7. Interestingly, MMP-13 has recently been shown to play a role in myofibroblast differentiation *in vitro*, suggested to be due to the activation of TGF-β [28]. In the same study, reduction in myofibroblast number and wound contraction was detected in *Mmp13^−/−^* mice at the termination of epithelialization [28]. Our results show that MMP-13 augments myofibroblast function as defined by initial parallel assembly of cell masses important for the contraction. Moreover, with respect to myofibroblast activation, lack of MMP-13 activity appears to be compensated *in vivo*, since efficient alignment of myofibroblasts comparable to WT mice was noted in *Mmp13^−/−^* granulation tissue by day 14. Interestingly, at 21 d, when prominent difference in granulation tissue growth was also noted, α-SMA positive cells were still abundant in *Mmp13^−/−^* tissue, while their number was already diminishing in corresponding areas in WT mouse granulation tissue. This observation was supported by gene expression profiling showing decreased biofunctions in *apoptosis*, including *apoptosis of connective tissue cells* and *apoptosis of muscle cells*, in *Mmp13^−/−^* mouse granulation tissue at 21 d. However, myofibroblasts were still abundantly present in *Mmp13* ^−/−^ tissue in the areas with strong staining of fibrous ECM characterizing more matured ECM. Thus, the observation rather suggests that myofibroblasts are unable to move towards inner parts of VCS implant during delayed granulation tissue growth *Mmp13* ^−/−^ mice.

The experiments with mouse skin fibroblasts cultured within 3D collagen indicated that processing of TGF-β and possibly other serum factors by MMP-13 are needed to induce morphological changes that suggest enhanced cell adhesion and cytoskeletal activity. This is associated with fibroblast-mediated collagen gel contraction, which depending on the model system reflects motile (floating gels) or contractile (restrained-relaxed gel) activity of fibroblasts. In this study, both models showed decreased collagen gel contraction by *Mmp13^−/−^* fibroblasts. Thus, MMP-13 may augment fibroblast penetration into VCS by enhancing their motile activity and it may also increase contractile force generated in fibroblasts. The activity of MMP-13 may also affect cell adhesion to matrix and to adjacent cells, which could also be related to defective assembly of *Mmp13^−/−^* myofibroblasts detected at 7 d *in vivo*.

Stromal expression of MMP-13 has been implicated in angiogenesis of malignant melanoma and cutaneous SCC [52], [53] and lack of MMP-13 was reported to reduce vascular density of wound granulation tissue [28]. In addition, MMP-13 has recently been implicated in corneal vascularization [54]. In the present study, significantly higher density of small vessels in *Mmp13^−/−^* granulation tissue was detected at day 14, apparently indicating enhanced angiogenesis. Accordingly, two interesting genes involved in angiogenesis, *Adamts4* [51] and *Npy* [40]–[42], were upregulated in *Mmp13^−/−^* granulation tissues at 7 and 14 d, respectively, suggesting they could be candidate genes implicated in increased microvessel density. Another pronounced difference between the genotypes in terms of vascularization was the virtual absence of large vessels at day 21 d in *Mmp13^−/−^* mouse tissue. Functional analysis of the global gene expression data suggested some increase in *vasculogenesis* at 7 d, which supports the observations on the increased microvasculature at 14 d in *Mmp13^−/−^* granulation tissue. Despite of upregulation of angiogenic genes *Npy, Fgf13, Met* and *Cyr61* [40], in *Mmp13^−/−^* granulation tissue at 14 d, the functional analysis of the gene expression data suggested downregulation of the process at 14 d and at 21 d. This reflects the difference noted in the amount of large vessels at histological level at 21 d time point. It is possible, that the presence of large blood vessels in WT mouse granulation tissue at 21 d was not a result of increased tissue growth, but that the large vessels were required for proper granulation tissue growth.

Genome wide transcriptional profiling studies of various wound healing models in mice and humans have revealed hundreds of differentially regulated genes in different stages of wound healing. These include genes involved in inflammatory response, pathogen recognition, endopeptidase activity, ECM composition and various regulatory processes in cells [55]–[57]. Although laser microdissection has enabled analysis of gene expression profiles in specific cells [57], the majority of wound microarray studies have not discriminated the genes expressed by epithelial cells from the genes expressed by granulation tissue cells. Here, we performed global gene expression profiling specifically in granulation tissue cells excluding epidermal keratinocytes and adjacent intact tissue. The data were analyzed with respect to the genotype and to the temporal alterations in gene expression.

The global gene expression analysis comparing the 7 d samples revealed several interesting genes, which were upregulated in *Mmp13^−/−^* granulation tissue, such as angiogenic *Adamts4* [51] and growth inhibitory *Ifi202b* and *Cadm1* [37], [38], [46]. However, significant up- or downregulation of biological functions between genotypes at 7 d was noted only with respect to *neuronal cell death* and *neoplasia*. The most obvious differences between the genotypes were observed at 14 d time point, which is in accordance with the fact that the difference in granulation tissue growth was not obvious until during the third week. At day 14, a significant downregulation of different aspects of inflammatory reaction were observed. *Il6*, which was markedly downregulated in *Mmp13^−/−^* granulation tissue at 7 d and 14 d is one of the key molecules regulating biofunctions, such as *cell motility of leucocytes* and *metabolism of protein*. In fact, decreased *proteolysis* detected in *Mmp13^−/−^* tissue may be partially due to the impaired regulation of the composition of the inflammatory cells. Also, as inflammatory cells are a major source of chemotactic molecules during wound healing [2], deprivation of these molecules could severely interfere with fibroblast migration in wound tissue. These results provide evidence that in mouse wound, MMP-13 activity regulates functions pivotal for tissue growth. Moreover, these results suggest for the first time a role for MMP-13 in the positive regulation of the inflammatory processes involved in wound healing. Interestingly, at 21 d, the biofunctions *chemotaxis of phagocytes* and *proliferation of cells* were markedly upregulated in *Mmp13^−/−^* granulation tissue, whereas *apoptosis* was downregulated. These results suggest that although inflammation and growth of granulation tissue is delayed in *Mmp13* ^−/−^ mice, it is restored at later stage.

Comparison of the gene expression profiles of the two genotypes at specific time points during granulation tissue development suggested marked downregulation of several MMPs in *Mmp13^−/−^* tissue. Increased expression of MMP-8 (neutrophil collagenase) has been suggested to cover the lack of the proteolytic activity of MMP-13 in skin wound in MMP-13 deficient mice [27]. However, in the granulation tissue model used in this study, no signs of enzymatic redundancy were detected, as the expression of other collagenolytic MMPs (*Mmp2, Mmp8*, and *Mmp14*) was not induced in *Mmp13* ^−/−^ granulation tissues. Particularly, the expression of *Mmp2*, *Mmp3*, *Mmp9*, and *Mmp13* were upregulated during the second week of granulation tissue growth in WT mice (Figure 7A). *Mmp13* ^−/−^ granulation tissue did not display similar upregulation pattern resulting in significant differences in the expression levels of *Mmp2*, *Mmp3*, and *Mmp9*. Thus, MMP-13 may increase proteolytic potential in the granulation tissue and ultimately regulate a variety of additional biological processes *via* activation of other bioactive molecules or alteration in the matrix composition. As MMP-2 is associated with fibroblast-mediated matrix remodeling [58], which typically involves cellular movement, it could promote population of VCS by fibroblasts. In addition, MMP-13 may regulate angiogenesis *via* stimulating *Mmp2* and *Mmp9* expression [59], [60]. Here, the temporal induction of *Mmp2* and *Mmp9* expression correlated with the appearance of large blood vessels in WT. MMP-13 has recently been proposed to release hepatocyte growth factor (HGF) subsequently resulting in MMP-9 induction providing a potential mechanism for MMP-13-mediated upregulation of MMP-9 [61]. Moreover, upregulation of HGF receptor *Met* expression in *Mmp13^−/−^* granulation tissue at all the time points (Figure 5) may reflect disability of HGF function, supporting this hypothesis.

Among the genes involved in cellular angiogenic, mitogenic and locomotive activity, the expression of *Pdgfd* was significantly downregulated in *Mmp13^−/−^* granulation tissue at all time points. PDGF-D has been shown to stimulate proliferation of fibroblasts *in vitro*, enhance activation of tissue macrophages and stabilize blood vessels [44]. Recently, PDGF-D was reported to positively regulate cancer related angiogenesis, cell growth and invasion, and the expression of MMP-9 and VEGF by pancreatic cancer cells [45]. The observations that *Mmp9* and VEGF-D (*Figf*) were both downregulated in *Mmp13^−/−^* granulation tissue at 14 and 21 d, respectively, and the receptor of PDGF-D, *Pdgfrb*, was upregulated at 7 d, suggest the biological importance of the observation. Thus, reduced expression of PDGF-D may provide a possible mechanism for reduced growth and altered blood vessel pattern observed in *Mmp13^−/−^* granulation tissue in later stage. Also, activation of TGF-β by MMP-13 provides a putative explanation for our observations, since TGF-β has been implicated in the induction of several MMPs including MMP-9 [62] and MMP-13 [25], and in inhibition of the expression of ADAMTS-4 in human macrophages [63]. However, it is of note that we could not identify dysregulation of TGF-β signaling molecules at the examined time points.

In conclusion, the data presented here provide evidence for the important role of MMP-13, a multifunctional proteinase, in regulating multiple cellular functions including myofibroblast activity, cell motility, angiogenesis inflammation, and proteolysis during growth and maturation of wound granulation tissue. In addition, the results of the present study suggest possible mechanisms of physiological function of MMP-13 in human fetal skin wounds, and they can be employed in development of novel therapeutic modalities for promoting impaired wound repair and inhibiting excessive scar formation. Human MMP-13 and MMP-1 are also linked to cutaneous malignancies, such as SCC, and melanoma [64], [65], which involve inflammation, stromal cell activation, and angiogenesis in the tumor micro-environment. It is therefore conceivable, that the results presented in this study also provide mechanistic insight into the role of MMP-13 and MMP-1 in the progression of these malignant tumors.

## Supporting Information

Figure S1 **Molecular networks of differentially expressed genes in WT granulation tissues at 14 d as compared to 7 d.** The molecular networks were created by IPA software. (**A**) The molecular network with the highest significance is composed of the molecules shown (score 49). (**B**) The molecular network with the second highest significance is composed of the molecules shown (score 42). The diagrams show the molecular networks of differentially regulated genes and the molecular interactions based on the literature in Ingenuity Knowledge Base. MMPs are highlighted in yellow. The expression ratios are visualized as heatmap. Red color indicates upregulation and green color indicates downregulation. Only the molecules with FC>1 and *P*-value<0.05 are colored in red or green. Gray color indicates FC<1. The arrows and lines indicate direct (solid line) and indirect (dashed line) functional and physical interactions. The arrows show the direction of regulation.
(TIF) Click here for additional data file.

Figure S2 **Molecular networks of differentially expressed genes in WT granulation tissues at 21 d as compared to 14 d.** The molecular networks were created by IPA software. (**A**) The molecular network with the highest significance is composed of the molecules shown (score 44). (**B**) The molecular network with the second highest significance is composed of the molecules shown (score 34). The diagrams show the molecular networks of differentially regulated genes and the molecular interactions based on the literature in Ingenuity Knowledge Base. The expression ratios are visualized as heatmap. Red color indicates upregulation and green color indicates downregulation. Only the molecules with FC>1 and *P*-value <0.05 are colored in red or green. Gray color indicates FC<1. The arrows and lines indicate direct (solid line) and indirect (dashed line) functional and physical interactions. The arrows show the direction of regulation.
(TIF) Click here for additional data file.

Table S1 **Sequences of primers and probes used for quantitative RT-PCR.**
(DOC)
(TIF) Click here for additional data file.

Table S2 **Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 14 compared to day 7 in WT samples (IPA Functional Analysis).**
(DOC) Click here for additional data file.

Table S3 **Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 21 compared to day 14 in WT samples (IPA Functional Analysis).^1^**
(DOC) Click here for additional data file.

# Supplementary material for: MMP-13 Regulates Growth of Wound Granulation Tissue and Modulates Gene Expression Signatures Involved in Inflammation, Proteolysis, and Cell Viability
**Source:** PLoS One. 2012 Aug 7;7(8):e42596. doi: 10.1371/journal.pone.0042596
**Supplement:** Table S1 — Sequences of primers and probes used for quantitative RT-PCR. (DOC)

**Table S1.** Sequences of primers and probes used for quantitative RT-PCR.

| **mβ-actin** | forward | 5'-TGGCTCCTAGCACCATGAAGA-3' |
| --- | --- | --- |
|  | reverse | 5'-GTGGACAGTGAGGCCAGGAT-3' |
|  | probe | FAM-5’-CAAGATCATTGCTCCTCCTGAGCGCA-3’-TAMRA |
|  |  |  |
| **mMMP-2** | forward | 5’-ctgcaccatcgcccatcatc-3’ |
|  | reverse | 5’-gcactgccaactctttgtctg-3’ |
|  | probe | FAM-5’-aagttccccggcgatgtcgcc-3’-BHQ |
|  |  |  |
| **mMMP-9** | forward | 5’-CCTGGCTCTCCTGGCTTTC-3’ |
|  | reverse | 5’-GTCCGTGAGGTTGGAGGTTT-3’ |
|  | probe | FAM-5’-CTGCAGCTCTGCTGCCCCTTA-3’-BHQ |
|  |  |  |
| **mMMP-3** | forward | 5’-TGGACAGAGGATGTCACTGGTA-3’ |
|  | reverse | 5’-GCCTTGGCTGAGTGGTAGAG-3’ |
|  | probe | FAM-5’-AACCTATTCCTGGTTGCTGCTCATGAA-3’-BHQ |
|  |  |  |
| **mADAMTS-4** | forward | 5’- ATGGGCTTGCATCCCAGGAG -3’ |
|  | reverse | 5’- GCCACTGCACAGTGTGAA -3’ |
|  | probe | FAM-5’-ACTGGGCACTGGCTGCGAAGAT-3’-BHQ |

# Supplementary material for: MMP-13 Regulates Growth of Wound Granulation Tissue and Modulates Gene Expression Signatures Involved in Inflammation, Proteolysis, and Cell Viability
**Source:** PLoS One. 2012 Aug 7;7(8):e42596. doi: 10.1371/journal.pone.0042596
**Supplement:** Table S2 — Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 14 compared to day 7 in WT samples (IPA Functional Analysis).

**Table S2.** Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 14 compared to day 7 in WT samples (IPA Functional Analysis) .1

| *Category2* | *Function Annotation* | *p-value3* | *Number of Molecules* | *Regulation z-score4* |
| --- | --- | --- | --- | --- |
| Cellular Movement P-value 6.22E-20 - 8.84E-04 | cell movement | 6.22E-20 | 71 | -0.893 |
| cell movement of myeloid cells | 3.77E-14 | 30 | -1.554 |
| chemotaxis of leukocytes | 8.46E-09 | 18 | -1.178 |
| migration of phagocytes | 1.55E-07 | 15 | -2.248 |
| Cardiovascular System Development and Function P-value 4.69E-19 - 8.84E-04 | vasculogenesis | 4.69E-19 | 39 | -1.979 |
| angiogenesis | 2.89E-18 | 37 | -1.16 |
| cell movement of endothelial cells | 1.90E-10 | 18 | -1.192 |
| endothelial cell development | 5.29E-09 | 16 | -0.897 |
| vascularization | 5.94E-09 | 14 | -0.74 |
| Cellular Growth and Proliferation P-value 1.23E-14 - 8.09E-04 | proliferation of cells | 1.23E-14 | 77 | 0.271 |
| proliferation of smooth muscle cells | 9.19E-08 | 14 | -0.551 |
| proliferation of epithelial cells | 2.59E-07 | 17 | -1.598 |
| proliferation of connective tissue cells | 9.80E-07 | 18 | -0.2 |
| proliferation of endothelial cells | 1.70E-06 | 12 | -0.914 |
| Inflammatory Response P-value 5.90E-14 - 5.5E-05 | cell movement of phagocytes | 5.90E-14 | 30 | -1.072 |
| immune response | 3.67E-11 | 47 | -0.437 |
| inflammatory response | 7.13E-11 | 29 | -2.072 |
| chemotaxis of leukocytes | 8.46E-09 | 18 | -1.178 |
| cell movement of monocytes | 9.15E-09 | 13 | -1.022 |
| cell movement of neutrophils | 6.34E-08 | 16 | -1.201 |
| migration of phagocytes | 1.55E-07 | 15 | -2.248 |
| Cell Death P-value 5.03E-12 - 8.00E-04 | apoptosis | 8.21E-13 | 72 | -0.82 |
| apoptosis of epithelial cells | 1.12E-05 | 11 | 2.258 |
| cell death of muscle cells | 1.46E-05 | 13 | 0.428 |
| cell survival | 2.01E-05 | 31 | -0.516 |
| Others5 | neoplasia | 5.26E-18 | 100 | 1.595 |
| development of connective tissue | 2.78E-12 | 34 | -0.716 |
| organogenesis | 1.20E-10 | 53 | 0.357 |
| quantity of cells | 3.97E-09 | 40 | 1.372 |
| proliferation of vascular smooth muscle cells | 7.11E-05 | 7 | 0.327 |
| contraction of smooth muscle | 1.02E-03 | 5 | -0.603 |
| 1The threshold with FC>1 and p<0.05 was used to determine differentially expressed molecules. | | | | |
| 2Category of related biofunctions. | | | | |
| 3The probability that the association between a set of genes in the dataset and a related function is due to random association. | | | | |
| 4 The z-score predicts the direction of change for the function. A positive z-score indicates increased function and negative z-score indicates reduced function. An absolute z-score of ≥ 2 is considered statistically significant. | | | | |
| 5Others includes categories: Cancer, Tissue Development, Embryonic Development, Tissue Morphology and Skeletal and Muscular System Development and Function. | | | | |

# Supplementary material for: MMP-13 Regulates Growth of Wound Granulation Tissue and Modulates Gene Expression Signatures Involved in Inflammation, Proteolysis, and Cell Viability
**Source:** PLoS One. 2012 Aug 7;7(8):e42596. doi: 10.1371/journal.pone.0042596
**Supplement:** Table S3 — Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 21 compared to day 14 in WT samples (IPA Functional Analysis).1

**Table S3.** Summary of statistically significant biofunctions associated with the molecules that are differently regulated at day 21 compared to day 14 in WT samples (IPA Functional Analysis) .1

| *Category2* | *Function Annotation* | *p-value3* | *Number of Molecules* | *Regulation z-score4* |
| --- | --- | --- | --- | --- |
| Inflammatory Response P-value 8.79E-17 - 6.84E-04 | immune response | 8.79E-17 | 57 | -0.868 |
| inflammatory response | 4.09E-15 | 35 | -0.834 |
| cell movement of phagocytes | 5.68E-13 | 29 | -0.921 |
| chemotaxis of leukocytes | 6.12E-13 | 23 | -1.094 |
| chemotaxis of phagocytes | 2.80E-11 | 19 | -1.528 |
| activation of phagocytes | 1.28E-09 | 18 | -1.92 |
| inflammation | 1.26E-08 | 22 | -2.303 |
| transmigration of neutrophils | 6.74E-08 | 7 | 1.654 |
| cell movement of monocytes | 6.21E-06 | 10 | -2.259 |
| chemotaxis of neutrophils | 7.97E-05 | 8 | -2.051 |
| Cellular Growth and Proliferation P-value 8.02E-17 - 6.84E-04 | proliferation of cells | 8.02E-17 | 82 | -0.02 |
| growth of cells | 6.02E-11 | 57 | -1.446 |
| proliferation of endothelial cells | 4.14E-08 | 14 | -0.381 |
| proliferation of connective tissue cells | 5.72E-08 | 20 | -0.188 |
| proliferation of muscle cells | 3.81E-05 | 12 | -1.771 |
| expansion of blood cells | 3.87E-05 | 10 | -2.094 |
| Cellular Movement P-value 1.21E-17 - 6.97E-04 | migration of cells | 1.26E-17 | 64 | -0.28 |
| leukocyte migration | 7.89E-14 | 39 | -0.931 |
| cell movement of endothelial cells | 5.74E-07 | 14 | 0.302 |
| migration of fibroblast cell lines | 9.14E-07 | 9 | -0.557 |
| Cell Death P-value 1.95E-14 - 6.97E-04 | apoptosis | 1.95E-12 | 72 | 1.313 |
| cell viability | 4.36E-06 | 15 | -1.339 |
| apoptosis of muscle cells | 4.86E-06 | 12 | 0.462 |
| cell death of immune cells | 5.18E-06 | 22 | 0.18 |
| cell death of connective tissue cells | 1.22E-05 | 21 | 1.478 |
| Others5 | tumorigenesis | 1.35E-19 | 109 | 0.107 |
| fibrosis | 2.77E-14 | 29 | -1.516 |
| muscle contraction | 8.97E-12 | 19 | n.c. |
| differentiation of connective tissue cells | 3.82E-10 | 25 | -1.756 |
| quantity of cells | 5.86E-10 | 42 | 0.747 |
| endothelial cell development | 6.67E-09 | 16 | 0.559 |
| angiogenesis | 6.76E-09 | 25 | -0.016 |
| contraction of muscle cells | 7.64E-06 | 6 | 2.083 |
| differentiation of muscle cell lines | 4.48E-05 | 8 | -2.457 |
| 1The threshold with FC>1 and p<0.05 was used to determine differentially expressed molecules. | | | | |
| 2Category of related biofunctions. | | | | |
| 3The probability that the association between a set of genes in the dataset and a related function is due to random association. | | | | |
| 4 The z-score predicts the direction of change for the function. A positive z-score indicates increased function and negative z-score indicates reduced function. An absolute z-score of ≥ 2 is considered statistically significant. n.c., not calculated. | | | | |
| 5Others includes categories: Cancer, Cardiovascular System Development and Function, Cellular development, Organismal Injury and Abnormalities, Tissue Morphology and Skeletal and Muscular System Development and Function. | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

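Gene expression was measured in granulation tissue from viscose cellulose sponges of WT and *Mmp13-/-* mice of a mixed genetic background, harvested at 7, 14 and 21 d. The 22 Affymetrix arrays, which measure the 3' end of RNA over the mouse genome, hold 3 arrays per genotype at 7 d and 4 at each later day, as the paper and the sample labels state. The labels give 2 hybridization series that differ in RNA input and labelling kit, with 12 arrays in series 1 and 10 in series 2. The sources speak of mice and of sponges but do not say in words that each array is of its own animal, so p-values measure only the spread between arrays.

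The authors checked array quality in the manufacturer's software, normalized the arrays with RMA and tested them by linear modelling. The deposited values are log2 expression values per probe set from RMA, with 2 decimals, in 1 table of 45101 probe sets for all arrays. The version of RMA, and whether all arrays were normalized in 1 run, are not given in the sources used here. The paper's text does not say whether its p-values were adjusted or whether probe sets were filtered before the test. All 22 value columns were used. Array medians ran from 4.16 to 4.27, and no 2 arrays held the same values (at most 3.50% of the values of a pair were equal).

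From these values the following was computed with R 4.3.3 and limma 3.58.1. The 64 control probe sets were left out, and no filter on signal was applied, so 45037 probe sets were tested. A linear model with 6 group means (genotype by day) and the hybridization series as a covariate was fitted to all arrays with lmFit and eBayes (15 residual and 4.57 prior degrees of freedom). Genotypes were compared at each day, and consecutive days within WT and within *Mmp13-/-* tissue. The change of the genotype difference between consecutive days was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, and a probe set was called at an adjusted p under 0.05. Counts at an unadjusted p under 0.05, alone and with an absolute log2 difference over 0.75 (genotypes) or over 1 (days), were also made, since the paper uses these thresholds. The paper counts genes and the counts here are of probe sets. For single genes, an exact permutation test of the group means over all arrangements of the arrays of both groups was added (two-sided).

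Gene names come from the array platform's annotation. Of the tested probe sets, 34945 have 1 gene symbol, 932 have several and were given no name, and 9160 are unnamed here. Of those with 1 symbol, 34741 had their Entrez ID in a table of mouse genes of GRCm38.p6, and no symbol needed an update. That table was used for names and for which genes lie near *Mmp13*, and no coordinates were used in the text because the array files name no genome build. A gene is represented by the brightest probe set annotated to it alone, which gives 18193 genes, and for some genes the text gives how many of the other probe sets share the sign. Of 56 genes that the paper names from its arrays, 54 have such a probe set, and *H60a* and *Ccl13* have none. For *H60a*, 2 unnamed probe sets with that label in Figure 4A were used. Probe sets annotated to several genes, which include 3 of *Hba-a1*, 1 of *Ifi202b* and 1 of *Serpina1b*, were looked at after the other values had been seen, as were the means of 4 gene lists on each array.

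The comparisons, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, after Figure 4A had been seen. Named are every gene that the paper's text names from the arrays, the 8 largest rises and 8 largest falls among called genes of each comparison, and up to 4 members of each list with the smallest adjusted p. The 30 gene lists are 14 pathway lists (matrix metalloproteinases other than *Mmp13*, ADAM and ADAMTS proteinases, proteinase inhibitors, collagens and matrix proteins, basement membrane, chemokines and cytokines, leukocyte adhesion and trafficking, angiogenic factors and receptors, growth factors, TGF-beta signalling, cell cycle, apoptosis, interferon response, acute phase and inflammatory response) and 16 lists of cell type markers (myofibroblasts and smooth muscle, fibroblasts, endothelial cells, lymphatic endothelial cells, pericytes, macrophages, neutrophils, T and NK cells, B and plasma cells, mast cells, dendritic cells, adipocytes, keratinocytes and epidermis, skeletal muscle, erythroid cells, Schwann cells and nerve). Each list was compared with all other genes by camera with a preset correlation of 0.01, and again with the correlation estimated from the residuals, and tested on its own by fry. The lists' p-values were adjusted over the 30 lists of a comparison. Tissue holds many cell types, and several lists share genes with the pathway lists or with genes that the study picked on these arrays.

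The steps were tested on simulated data for 45037 probe sets with 50 probe sets changed at each of 4 sizes. At a log2 change of 0.75, 56% were recovered in the genotype comparison at 7 d, 68% at 14 d and 58% at 21 d, 74% between 14 d and 7 d and 40% between 21 d and 14 d. At a log2 change of 1 these shares were 82%, 86%, 84%, 88% and 68%, at 1.5 they were 96%, 98%, 98%, 98% and 90%, and at 2 they were 98%, 100%, 100%, 100% and 98%. Between 6 and 14 unchanged probe sets were called per comparison. In the genotype comparisons, 172, 186 and 179 probe sets were called in the simulation and 4, 8 and 22 in the real data. In WT tissue these were 192 and 162 against 767 and 189. The adjusted test is stricter where fewer probe sets are called, so the shares may be too high for the real genotype comparisons. An array has no read depth, and the precision is set by the number of arrays.

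The alternatives were a model without the hybridization term, a fit of the arrays of the compared groups alone, hybridization series 1 alone, a filter on dim probe sets, arrays centred on their medians, quantile normalization, eBayes with trend and robust, the 3' to 5' ratio of *Gapdh* as a covariate, the replicate number as a block, the mean of all probe sets of a gene, and leaving out each array in turn. Hybridization series 2 alone, and a fit without WT 21 d replicate 3 and without the hybridization term, were added after the data had been seen. The counts were also made for other divisions of the same arrays into groups of the same sizes. The network and function analysis of the paper, which rests on a licensed knowledge base, was not repeated.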

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

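Chosen after the results were seen were the tests of called probe sets beside *Mmp13* and the tests on *Npy* and *Ifi202b*, and the comparison with a gene's other probe sets, while the test over all genes beside *Mmp13*, that of the hybridization series and the counts for other divisions of the arrays were set before.

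Of 44 groups of 4 arrays tested for a single array far from the others, 6 had one, and chance gives about 1 in 20. The log2 ratio of the 3' to the 5' probe set of beta-actin was 0.79 on WT 14 d replicate 4 (0.23 to 0.31 on the others) and 0.89 on *Mmp13-/-* 14 d replicate 4 (0.22 to 0.32). The mean correlation with the arrays of its group was 0.981 for WT 14 d replicate 4 (0.989 to 0.991 for the others), 0.98 for *Mmp13-/-* 14 d replicate 4 (0.989 to 0.991) and 0.978 for WT 21 d replicate 3 (0.984 to 0.985). *Mmp2* was at 9.25 on *Mmp13-/-* 14 d replicate 4 (9.79 to 9.87). The 14 d replicates 4 are the arrays of 14 d in hybridization series 2.

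In all, 24 probe sets were called between the genotypes by limma outside the genes that the paper's text names. At 7 d this was an unnamed probe set (log2 difference -2.65, standard error 0.39, adjusted p = 0.0177). At 14 d these were *Lum*, lumican (-0.94), *Rcn1* (-1.06, dim, adjusted p = 0.0274) and *Rgs2* (0.81, adjusted p = 0.0350). At 21 d the named probe sets lower without MMP-13 were of *Atm* (-2.43), *Slc40a1* (-1.57), *Nnmt* (-1.25), *Pcmtd1* (-0.80) and *Kctd14* (-0.70). Higher were those of *Rbm4b* (0.86, adjusted p = 0.0328), *Cdk5* (0.75), *Rpf2* (0.74, adjusted p = 0.0433), *Cemip2* (0.70), *Alppl2* (0.64), *Aph1b* (0.61), *Wdr78* (0.60), *Ccdc63* (0.57) and *Iqgap3* (0.53). Unnamed probe sets at 21 d had log2 differences of -0.71, -0.54, 0.72, 0.68, 0.67 and 0.59. Of the 22 probe sets called at 21 d, 12 were dim. At 21 d, 8 of the 16 named ones are not the brightest of their gene. The brightest had log2 differences of -0.025 for *Atm*, -1.52 for *Slc40a1*, -0.27 for *Pcmtd1*, 0.08 for *Kctd14*, 0.76 for *Aph1b*, -0.01 for *Cemip2*, -0.04 for *Wdr78* and -0.18 for *Cdk5*, with a smallest adjusted p of 0.0629 (*Slc40a1*). At 14 d the brightest were at -0.22 for *Rcn1* (adjusted p = 0.999) and 0.59 for *Rgs2* (adjusted p = 0.622). Of 17 or 18 other settings, the calls at 21 d were lost in 1 for *Atm*, in 2 each for *Slc40a1* and *Cdk5*, in 4 for *Rbm4b*, in 5 each for *Pcmtd1* and *Aph1b*, in 7 for *Kctd14*, in 8 each for *Alppl2*, *Cemip2* and *Wdr78*, in 9 each for *Rpf2* and *Iqgap3*, in 10 for *Nnmt* and in 11 for *Ccdc63*. At 14 d they were lost in 10 for *Lum*, in 11 for *Rcn1* and in 12 for *Rgs2*.

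*Casp4* lies within 10 Mb of *Mmp13* and was called at every day, where DNA of the embryonic stem cell strain, if kept beside the targeted allele, is a candidate explanation next to the loss of MMP-13. *Casp4* was the sole called probe set among the 110 there at each day, with Fisher exact p of 0.00317 at 7 d, 0.0188 at 14 d and 0.0465 at 21 d (two-sided), while the rest of that chromosome held 0, 0 and 3 called of 1775 (Fisher exact p = 0.032 at 21 d). Over all neighbouring genes, the median size of the genotype statistic stood at the 53.6th, 88.8th and 73.9th percentile of 3251 equally long runs of probe sets at 7, 14 and 21 d. A single gene cannot separate the strain's DNA from the loss of MMP-13, and differences in DNA need not change the expression of most neighbours. Both stay open, also for *Pdgfd*, which lies in the same window, and for any other of the 63 genes within it.

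*Npy* and *Ifi202b* were near 1 of 2 levels on every array, and at 7 d *Ifi202b* was at the upper level on 3 of 3 *Mmp13-/-* and 0 of 3 WT arrays. The upper level of *Npy* was also seen on 5 of 11 WT arrays (9 of 11 *Mmp13-/-*), which argues against the loss of MMP-13 as the whole explanation, and that of *Ifi202b* on 2 of 11 WT and 7 of 11 *Mmp13-/-* arrays. The hybridization series is excluded, since each level of both genes held at least 4 arrays of each series. Inherited variants that differ between mice of a mixed background may give such levels, but the search for pairs of such probe sets within 10 Mb of each other found 0 among the 5 of 7 such probe sets that could be placed (0 among 14 of 16 under a looser definition), too few to decide; 1 of those not placed is a second probe set of *Ifi202b*, with the same numbers of arrays at the upper level, and the other is labelled *H60a* in Figure 4A (1 of 11 WT and 9 of 11 *Mmp13-/-* arrays at the upper level). Whether such variants came along with the targeted allele was not tested.

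Without the hybridization term, 4657 probe sets were called in WT tissue at 21 d against 14 d, and 189 with it, and the hybridization series may account for the surplus. Between the series, 5985 probe sets were called, 1175 of them with an absolute log2 difference over 1. Of the 4657 probe sets, 78.0% had the sign of the difference between *Mmp13-/-* 14 d replicate 4 and replicates 1 to 3, arrays that do not enter the comparison without the term, against 65.2% of all probe sets. That gap goes the way the series predicts, but all 21 d arrays and 1 array per genotype at 14 d make up series 2, so the series and the day cannot be told apart beyond those arrays. A change of the tissue with time stays open as a part of it.

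For the other divisions of the arrays into groups of the same sizes, 3 against 3 arrays at 7 d give 10, too few for a share under 0.05: 4 probe sets were called (highest other 49), 975 had an unadjusted p under 0.05 (4610) and 144 also an absolute log2 difference over 0.75 (789). At 14 d, with 35 divisions, chance cannot be excluded for the 8 called (highest other 14) or the 136 past 0.75 (156). No other division reached the 1794 at an unadjusted p under 0.05 (1337). Those 1794 are 3.98% of all tested, below the share of 0.05 that would pass with no true difference. The division with 14 places both arrays of series 2 in 1 group, and within series 1 alone 10 probe sets were called between the genotypes. The divisions with 1 array of series 2 in each group, as in the real one, number 20, too few for a share under 0.05 (highest others 5, 1337 and 85). At 21 d chance cannot be excluded for the 22 called (290; 11 of 35 divisions gave as many), the 5368 (7328; 13 of 35) or the 163 (214; 3 of 35). In WT tissue at 14 d against 7 d no other of 35 divisions reached 767 (53), 4534 (3455) or 451 (312), but those with the series placed as in the real one again number 20, too few for a share under 0.05. Within series 1 alone, 1095 probe sets were called at that step. At 21 d against 14 d chance cannot be excluded for the 189 called (1492) or the 6370 (8950), and no other division reached the 350 past an absolute log2 change of 1 (259), but 5 of the 35 place the series as the real one does, again too few. The larger division exchanges WT 14 d replicate 4 and WT 21 d replicate 3. At 7 d, at 21 d and between 21 d and 14 d, the highest called count of another division was several times the real one (49, 290 and 1492 against 4, 22 and 189). Whether a structure of the samples other than genotype and day gives such counts was not tested. The change of the genotype difference between days gave 0 called probe sets by limma at both steps (unadjusted p under 0.05: 1032 from 7 d to 14 d and 2965 from 14 d to 21 d), so that all 100 divisions must give as many and the count says nothing about chance (highest other 9 and 15).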

How the results depend on the processing

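Chosen after the data had been seen were the tests within hybridization series 2 alone and those without WT 21 d replicate 3 combined with no hybridization term; the other settings were set before. No setting gave the opposite sign for a probe set called between genotypes or in WT tissue at 14 d against 7 d. The alternatives run for gene lists were an estimated correlation, fry, no hybridization term and the replicate block. None of these alternatives turned a called gene list. Of the 189 called in WT tissue at 21 d against 14 d, 9 had the opposite sign without the hybridization term, 12 when WT 21 d replicate 3 was also left out, and 4 of 174 as the mean of the probe sets of their gene. The cause was not tested for any change below, except that fits of the compared groups or of 1 series use fewer arrays and the filter on dim probe sets tests fewer probe sets.

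Counts are of probe sets called (adjusted p under 0.05 in limma), then of those with an unadjusted p under 0.05, then of those that also pass the log2 limit. Between genotypes there were 4, 975 and 144 at 7 d, 8, 1794 and 136 at 14 d, and 22, 5368 and 163 at 21 d. In WT tissue there were 767, 4534 and 451 at 14 d against 7 d, and 189, 6370 and 350 at 21 d against 14 d. Counts not given below moved by less than 1.5 times.

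Without the hybridization term, the called probe sets were 4 at 14 d and 7 at 21 d, and the 3 counts of WT 21 d against 14 d were 4657, 12462 and 943, with 145 of the called shared with the 189. With no term and without WT 21 d replicate 3, the latter were 3127, 10861 and 829. With only the arrays of the groups compared, 7 were called and 1624 had an unadjusted p under 0.05 at 7 d, 26 and 4887 at 14 d, and 10 and 2410 at 21 d. In WT tissue that setting called 285 at 14 d against 7 d and 0 at 21 d against 14 d, where 3696 had an unadjusted p under 0.05. Series 1 alone gave 2986 at an unadjusted p under 0.05 at 14 d. Series 2 alone is the same fit as that of the compared groups at 21 d (10 called, 2410), and gave 0 called with 2244 at an unadjusted p under 0.05 in WT tissue at 21 d against 14 d. At that step both it and the compared groups alone hold 1 array of 14 d that carries the difference, so neither count says that the 189 calls fail.

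The filter on dim probe sets left 2 called at 7 d, 9 called and 2605 at an unadjusted p under 0.05 at 21 d, and 324 called and 4004 at WT 21 d against 14 d. At 21 d, 36 were called with median-centred arrays, 71 with quantile normalization, 71 with the *Gapdh* ratio as a covariate and 13 with trend and robust, which called 7 at 7 d. Of those called at 21 d, 13 of 22 were higher without MMP-13, 11 of 36 after centring and 37 of 71 after quantile normalization. The *Gapdh* ratio left 118 at WT 21 d against 14 d. With the replicate number as a block, 7 were called at 21 d, 183 at WT 14 d against 7 d, and 0 at WT 21 d against 14 d, where 3482 had an unadjusted p under 0.05. That last difference rests on 1 array of each day, WT replicate 4, and says nothing about the 189. Whether the numbers pair the arrays is not settled: 5 of 22 arrays correlated best with the array of their own number, and 6 of 11 pairs of that number had r over 0.1, among them all 4 at 14 d (0.123 to 0.609), while within series 1 the 3 pairs of 14 d had r of -0.0269, -0.143 and -0.0668.

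Leaving out 1 array at a time gave 1 to 8 called at 7 d (1 without *Mmp13-/-* replicate 3, 8 without WT replicate 1) and 137 to 261 past 0.75 (261 without WT replicate 2, 236 without *Mmp13-/-* replicate 1). At 14 d, 4 to 6 were called: 4 each without WT replicates 1 or 4 or *Mmp13-/-* replicates 1 or 4, and 5 each without WT replicates 2 or 3 or *Mmp13-/-* replicate 3. Past 0.75 were 116 to 205, the latter without *Mmp13-/-* 14 d replicate 4. At 21 d, 22 to 110 were called, with 110, 98 and 61 without WT replicates 3, 4 and 2, and 67 and 54 without *Mmp13-/-* replicates 1 and 3, and 155 to 308 passed 0.75 (308 without WT replicate 4, 258 without *Mmp13-/-* replicate 1). At WT 14 d against 7 d, 425 (without WT 14 d replicate 3) to 607 were called. At WT 21 d against 14 d, 44 to 671 were called: 44, 64, 66 and 85 without WT 14 d replicates 4, 2, 1 and 3, and 119 and 671 without WT 21 d replicates 2 and 4. Past a log2 change of 1 were 298 to 812, the latter without WT 14 d replicate 4. For the genotype difference at 14 d against that at 7 d, 0 to 2 were called (2 without WT 7 d replicate 1), and in all other settings 0, with 1032 at an unadjusted p under 0.05.

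Among the probe sets beside *Mmp13*, the Fisher exact p at 21 d rose from 0.0465 to 0.107 in a window of 20 Mb and to 0.0512 with genes in place of probe sets.

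For the values of single genes, as many as 152 kept their side of the threshold and 2 lost and 1 gained a call after centring; 152, 3 and 0 after quantile normalization; 148, 7 and 0 with trend and robust. The other settings gave 144, 11 and 0 (*Gapdh* ratio), 143, 5 and 1 (mean of probe sets), 142, 12 and 1 (no term), 137, 1 and 1 (dim filter), 112, 40 and 3 (block), and 107, 42 and 6 (compared groups). Series 1 alone gave 67, 7 and 1, series 2 alone 34, 22 and 1, and leaving out an array 1017, 128 and 5. The losses with the block, the compared groups and series 2 alone include those of WT 21 d against 14 d that rest on 1 array. Of 150 tests of gene lists by camera, 48 lost their call with an estimated correlation, 30 lost and 2 gained one with fry, 1 lost and 3 gained one without the hybridization term, and 3 lost and 8 gained one with the block, the 3 lost all at WT 21 d against 14 d. The precision is limited by the number of arrays, and at a log2 change of 0.75 simulated changes were recovered in 40% to 74% of cases. These shares may be too high for the genotype comparisons, where far fewer probe sets were called than in the simulation.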

Differences from the paper's values

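The tests within hybridization series 2 alone were chosen after the results were seen, and the others in this part before. Probe sets shared between genes were also looked at after. The paper counts genes and these are counts of probe sets at the paper's stated thresholds, with the number of genes beside them; the paper states no adjustment for them.

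At an unadjusted p under 0.05, the paper gives 3560 between genotypes at 14 d and the value here is 1794, or 1335 genes. Of the settings planned before the data were examined, the fit of the compared groups alone and that of series 1 alone come within 1.5 times of the paper's value, and the other 7 and each of the 8 fits without 1 array do not. At 21 d the paper gives 1984, and 5368, or 3710 genes, were found here. The fit of the compared groups alone and the filter on dim probe sets come within that range, while the other 6 and the 8 fits without an array do not. The fit of the compared groups, which at 21 d is also that of series 2 alone, gives 2410, keeps the call for *Mmp13* and drops that for *Casp4* (adjusted p = 0.0986). In WT tissue at 21 d against 14 d, the paper's number is 2745 and that here is 6370, or 4360 genes. The filter on dim probe sets comes within 1.5 times of it, as do the compared groups alone and the replicate block, where the difference rests on 1 WT array of 14 d, and the other 5 and the 8 fits without an array do not. At 7 d the paper's 1303 compares with 975 probe sets, within 1.5 times, but with 760 genes, which are not, and in WT tissue at 14 d against 7 d its 3794 is within 1.5 times of both the 4534 probe sets and the 3096 genes.

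With an absolute log2 difference over 0.75 as well, the paper gives 87 at 7 d against 144 probe sets here. Counted as genes there are 118, which is within 1.5 times of the paper's value. For probe sets, the compared groups alone and the filter on dim probe sets come within 1.5 times of the paper's value, and the other 6 settings and the 6 fits without an array do not. At 21 d the paper gives 95 and the count here is 163, or 123 genes, the latter within 1.5 times of the paper's value; for probe sets, the filter on dim probe sets comes within that range, and the other 7 settings and the 8 fits without an array do not. For WT 14 d against 7 d with an absolute log2 change over 1, the paper gives 252 and 451 probe sets were found here, or 309 genes, the latter within 1.5 times of the paper's value. For probe sets none of the 9 settings and 7 fits without an array comes within that range.

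*Ifi202b* at 7 d is given by the paper as a log2 rise of about 8, and is 7.33 here (SD between arrays 0.279). None of the 9 settings and 6 fits without an array comes within 1 SD of 8. The paper marks this value and those for *H60a* as approximate, so a value outside 1 SD need not be a real difference. The second probe set, shared with 1 other gene and looked at after, gives 8.42. For *H60a* the paper gives about 4 at 7 d. Of 2 unnamed probe sets that Figure 4A labels so, 1 gives 4.11, within 1 SD (0.404) in all 7 settings and 6 fits without an array. For the other 3.12 was measured (SD 0.445), with none of 7 settings and 6 fits without an array within 1 SD. At 14 d the paper gives about 3. The probe set with 4.11 gives 3.93 (SD 0.598), with none of 8 settings and 8 fits within 1 SD. For the other 2.55 was measured (SD 0.335), and series 1 alone, the fit without WT 14 d replicate 4 and the fit without *Mmp13-/-* 14 d replicate 4 come within 1 SD, while the other 7 settings and 6 fits do not.

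Of the genes whose direction the paper states, 13 of 14 had that direction here at 7 d (10 at an unadjusted p under 0.05, 1 called), 23 of 24 at 14 d (16, 2 called), 18 of 18 at 21 d (9, 1 called) and 24 of 25 in WT tissue at 14 d against 7 d (24, 19 called). The paper has *Il1*, read here as *Il1a* and *Il1b*, lower at 7 d, and the log2 differences here are 0.16 for *Il1a* and -0.22 for *Il1b*, so that the 1 gene counted as opposite at 7 d, *Il1a*, need not be the one the paper means. It has *Mmp13* upregulated further in WT tissue at both later days, and the WT means here were 10.69 at 7 d, 11.72 at 14 d and 11.17 at 21 d, above 7 d at both, with a log2 change of -0.65 from 14 d to 21 d (adjusted p = 0.422). The paper has *Hba-a1* lower than in WT at 14 d, and rising in WT tissue from 7 d to 14 d. Its own probe set, which is dim, gave 0.05 and -0.11, while the 3 brighter ones shared with *Hba-a2* gave -1.06, -1.2 and -1.27, and 1.22, 1.38 and 1.29, in the paper's directions. The paper places *Casp4* and *Pdgfd* beyond a fixed significance limit at each day, and the unadjusted p of *Pdgfd* here is 0.00253 at 7 d, 0.00119 at 14 d and 0.00015 at 21 d. As in the paper, most probe sets past 0.75 at 7 d were higher without MMP-13 (95 of 144). The paper's qRT-PCR has *Npy* low in both genotypes at 7 d, while the array means at that day were 9.67 in *Mmp13-/-* and 7.24 in WT tissue.

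Some items that the paper reports were called under other settings alone. Of the probe sets labelled *H60a*, the one with a log2 difference of 4.11 at 7 d was called with the compared groups alone and with the block, at 7 d and at 14 d. Series 1 alone also called it at 14 d. *Mmp13* in WT tissue at 14 d against 7 d was called with the block (adjusted p = 0.0456). With the compared groups alone, *Ifi202b* at 7 d (adjusted p = 1.69e-05), *Npy* (adjusted p = 3.1e-07) and *Mmp3* (adjusted p = 0.0350) at 14 d and *Cadm1* at 21 d (adjusted p = 0.0364) were called. At 21 d *Angpt1* was called without *Mmp13-/-* replicate 1 (adjusted p = 0.0248) or WT replicate 4 (0.0391), and *Pdgfd* without *Mmp13-/-* replicate 3 (0.0498) or WT replicate 3 (0.0283). *Col8a1* in WT tissue at 14 d against 7 d was called with no hybridization term (adjusted p = 0.0391), with the filter on dim probe sets (0.0351), after centring (0.0477), as the mean of its probe sets (0.0406) and without WT 7 d replicate 3 (0.00347).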

Other observations

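Of 6 genes of lymphatic endothelium, 5 had a positive log2 change in WT tissue between 14 d and 21 d and 1 was called, which the paper does not report. *Reln* had a log2 change of 3.24 (standard error 0.55, adjusted p = 0.0227 from limma, lost without WT 14 d replicate 4, adjusted p = 0.0538), *Lyve1* of 3.27 (adjusted p = 0.0783), *Mmrn1* of 3.09 (adjusted p = 0.122) and *Flt4*, the receptor of lymphatic growth factors, of 1.64 (adjusted p = 0.0766). The list's median was 2.36, with 4 called higher over the list alone, and its adjusted p was 0.000667 by camera and 0.194 with an estimated correlation. Between genotypes at 14 d the list was not called (adjusted p = 0.0966; 0.0145 with the block), with a positive log2 difference for all 6 genes (median 0.45). No genotype difference between days was called for them, since none was called for any probe set (0 by limma, 2965 at an unadjusted p under 0.05).

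Adipocyte genes were lower without MMP-13 at 7 d (11 of 12 genes, median log2 difference -0.17, adjusted p = 0.00964 by camera) and at 14 d (10 of 12, median -0.22, adjusted p = 0.0294). With an estimated correlation these were 0.797 and 0.521. *Pck1* was at -2.02 at 7 d (adjusted p = 0.0137 over the list alone), *Lep* at -0.33, and *Adipoq* at -2.22 at 14 d (standard error 1.12). Within *Mmp13-/-* tissue, 283 probe sets were called at 14 d against 7 d (147 higher, 136 lower) and 36 at 21 d against 14 d (14 higher, 22 lower).

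Other large called changes of WT tissue from 7 d to 14 d were rises of *Galc* (log2 change 3.31) and *Gzmc* (2.81), and falls of *Rnase2b* (-1.97), *Car6* (-1.75), *Gtsf1* (-1.69), *Cd55* (-1.65), *Anp32a* (-1.58) and *Wfdc21* (-1.55). Calls were lost in 10 settings for *Gzmc*, in 7 for *Wfdc21*, in 5 for *Anp32a* and in 4 each for *Gtsf1* and *Cd55*. They were lost in 2 for *Galc* and in 1 for *Rnase2b*. From 14 d to 21 d, *Egfl6* (2.11), *Cdkn2a* (1.92), *Hpgds* (1.81), *Mgll* (1.81), *Kcne4* (1.77) and *Gpm6a* (1.75) rose, and *Slfn4* (-2.19), *Ms4a4c* (-2.09) and *Cmpk2* (-2.02) fell. Without WT 14 d replicate 4 all of these calls but those for *Cdkn2a* and *Slfn4* were lost (adjusted p = 0.0548 for *Cmpk2* to 0.267 for *Gpm6a*). That for *Cdkn2a* was lost without any 1 of WT 14 d replicates 1, 2 or 3.

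The gene lists not given at a claim had these adjusted p-values by camera with the preset correlation. Between genotypes at 7 d: dendritic cells 0.0881 (*Itgax* at 1.01, adjusted p = 0.000156 over the list alone), myofibroblasts 0.187, T and NK cells 0.194, collagens 0.282, fibroblasts 0.587, mast cells 0.587, skeletal muscle 0.587, neutrophils 0.589, TGF-beta signalling 0.765, macrophages 0.765, B and plasma cells 0.765, Schwann cells 0.765, keratinocytes 0.837, growth factors 0.857, lymphatic endothelium 0.857 and erythroid cells 0.952. At 14 d: mast cells 0.0966 (8 of 10 genes lower, *Cpa3* at -0.77), cell cycle 0.21 (20 genes higher, 11 lower), apoptosis 0.327 (*Pmaip1* at -0.75), Schwann cells 0.327, dendritic cells 0.46, growth factors 0.519, angiogenic factors 0.551 (17 higher, 19 lower; *Npy* with an adjusted p of 0.0196 over the list alone), TGF-beta signalling 0.577, B and plasma cells 0.626 and skeletal muscle 0.626.

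At 21 d basement membrane genes were lower without MMP-13 (13 of 16 genes, median log2 difference -0.17, adjusted p = 0.0459, or 0.694 with an estimated correlation), as were keratinocyte genes (16 of 20, median -0.26, adjusted p = 0.0459 and 0.694). The others at 21 d were B and plasma cells 0.172 (8 of 10 genes lower; *Ms4a1* at -0.56, *Ighm* at -0.66 and *Cd79b* at -0.52 called over the list alone), ADAM proteinases 0.285, pericytes 0.319, erythroid cells 0.421, metalloproteinases 0.472 (*Mmp2*, *Mmp16* at -0.36 and *Mmp23* at -0.38 called over the list alone), proteinase inhibitors 0.509, Schwann cells 0.509 (*Sox10* at 0.32), lymphatic endothelium 0.517, adipocytes 0.517, myofibroblasts 0.519, T and NK cells 0.604 (*Cd28* at -0.69, adjusted p = 0.00543 over the list alone), skeletal muscle 0.723, mast cells 0.934 and dendritic cells 0.984.

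In WT tissue at 14 d against 7 d, 16 of 20 keratinocyte genes had a positive change (adjusted p = 0.00301, or 0.296 with an estimated correlation); by limma 0 of them were called, with 8 higher and 2 lower at an unadjusted p under 0.05. The others were growth factors 0.0581 (*Mdk* at 1.71), ADAM proteinases 0.09 (*Adamts12* at 1.26), T and NK cells 0.101, adipocytes 0.101, skeletal muscle 0.101 (14 genes higher, 0 lower), lymphatic endothelium 0.117, proteinase inhibitors 0.206 (*Timp3* at 1.83, *Timp2* at 0.66, *Serping1* at 0.86), mast cells 0.282 (*Kit* at 0.99), dendritic cells 0.55 (*Itgax* at 1.03), leukocyte adhesion 0.729 and B and plasma cells 0.779. At 21 d against 14 d: erythroid cells 0.0814, growth factors 0.0846, B and plasma cells 0.0989, Schwann cells 0.0989, fibroblasts 0.103, T and NK cells 0.24, endothelial cells 0.335, proteinase inhibitors 0.367, mast cells 0.367, dendritic cells 0.367, angiogenic factors 0.392, collagens 0.644, basement membrane 0.796, pericytes 0.796, adipocytes 0.796, ADAM proteinases 0.846, TGF-beta signalling 0.846 and keratinocytes 0.968.

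Of the lists called with the preset correlation, those also called with an estimated correlation and by fry were 0 and 0 of 7 at 7 d, 1 and 1 of 13 at 14 d, 0 and 1 of 8 at 21 d, 0 and 12 of 14 in WT tissue at 14 d against 7 d, and 0 and 5 of 7 at 21 d against 14 d.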
